# Structural and functional adaptation of *Haloferax volcanii* TFEα/β

**DOI:** 10.1093/nar/gkx1302

**Published:** 2018-01-04

**Authors:** Fabian Blombach, Darya Ausiannikava, Angelo Miguel Figueiredo, Zoja Soloviev, Tanya Prentice, Mark Zhang, Nanruoyi Zhou, Konstantinos Thalassinos, Thorsten Allers, Finn Werner

## Abstract

The basal transcription factor TFE enhances transcription initiation by catalysing DNA strand-separation, a process that varies with temperature and ionic strength. Canonical TFE forms a heterodimeric complex whose integrity and function critically relies on a cubane iron-sulphur cluster residing in the TFEβ subunit. Halophilic archaea such as *Haloferax volcanii* have highly divergent putative TFEβ homologues with unknown properties. Here, we demonstrate that *Haloferax* TFEβ lacks the prototypical iron-sulphur cluster yet still forms a stable complex with TFEα. A second metal cluster contained in the zinc ribbon domain in TFEα is highly degenerate but retains low binding affinity for zinc, which contributes to protein folding and stability. The deletion of the *tfeB* gene in *H. volcanii* results in the aberrant expression of approximately one third of all genes, consistent with its function as a basal transcription initiation factor. Interestingly, *tfeB* deletion particularly affects foreign genes including a prophage region. Our results reveal the loss of metal centres in Hvo transcription factors, and confirm the dual function of TFE as basal factor and regulator of transcription.

## INTRODUCTION

The RNA polymerase (RNAP), auxiliary factors and molecular mechanisms of transcription are conserved between archaea and eukaryotes. Many Archaea inhabit extreme environments and their enzymes have adapted to cope with conditions of high temperature or salinity, while the underlying changes of protein chemistry enabling this tolerance remain poorly understood. The molecular engineering challenges of initiating transcription in a start site-specific fashion are independent of the type of RNAP and the domain of life. RNAPs need to engage with the promoter region of the double-stranded DNA template, the two DNA strands need to be separated, the template strand loaded into the RNAP active site, and individual NTP substrates bound in a geometry conducive to catalysis. All cellular RNAPs depend on additional basal transcription factors to facilitate this process. In archaea three basal transcription factors (TBP, TFB and TFE) assist RNAP during initiation. TBP and TFB bind to the TATA and BRE motifs and are necessary and sufficient for RNA polymerase recruitment to the promoter and transcription initiation. TFE is not strictly required for transcription *in vitro*, but stimulates transcription initiation by enhancing open complex formation (OC), i.e. DNA melting and template loading (1).

Both monomeric and heterodimeric TFE variants have been characterized in archaea. In the crenarchaeon *Sulfolobus solfataricus* (Sso) TFE is a heterodimer consisting of TFEα and TFEβ subunits (2). TFEα encompasses an N-terminal extended winged helix-turn-helix (eWH) domain (3) and a C-terminal Zn-ribbon domain (ZR) that is flanked by coiled-coil helices (4,5) (Figure 1). TFEβ encompasses an N-terminal canonical winged helix-turned-helix (WH) and a C-terminal domain coordinating a structural cubane [4Fe-4S] cluster (2). The cluster is highly sensitive to oxidation and its integrity is critical for the stability of TFEα/β and its function (2). The broad phylogenetic distribution of genes encoding TFEα and TFEβ homologues in archaeal genomes suggests that these genes were present in the last common ancestor of all archaea (1). While TFEα is conserved in the vast majority of archaeal species, several archaeal lineages appear to have lost the TFEβ gene (*tfeB*). Canonical *tfeB* genes are conserved in all cren- and thaumarchaeal genomes (6). More divergent putative *tfeB* homologs have also been identified in different euryarchaeal lineages (Methanomicrobiales, Archaeoglobales and Halobacteriales), while the gene is absent altogether from other euryarchaea like *Methanocaldococcus jannaschii* and *Pyrococcus furiosus* (6). Biochemical studies have shown that in these organisms, a monomeric archaeal TFEα variant facilitates transcription (7,8).

**Figure 1.**
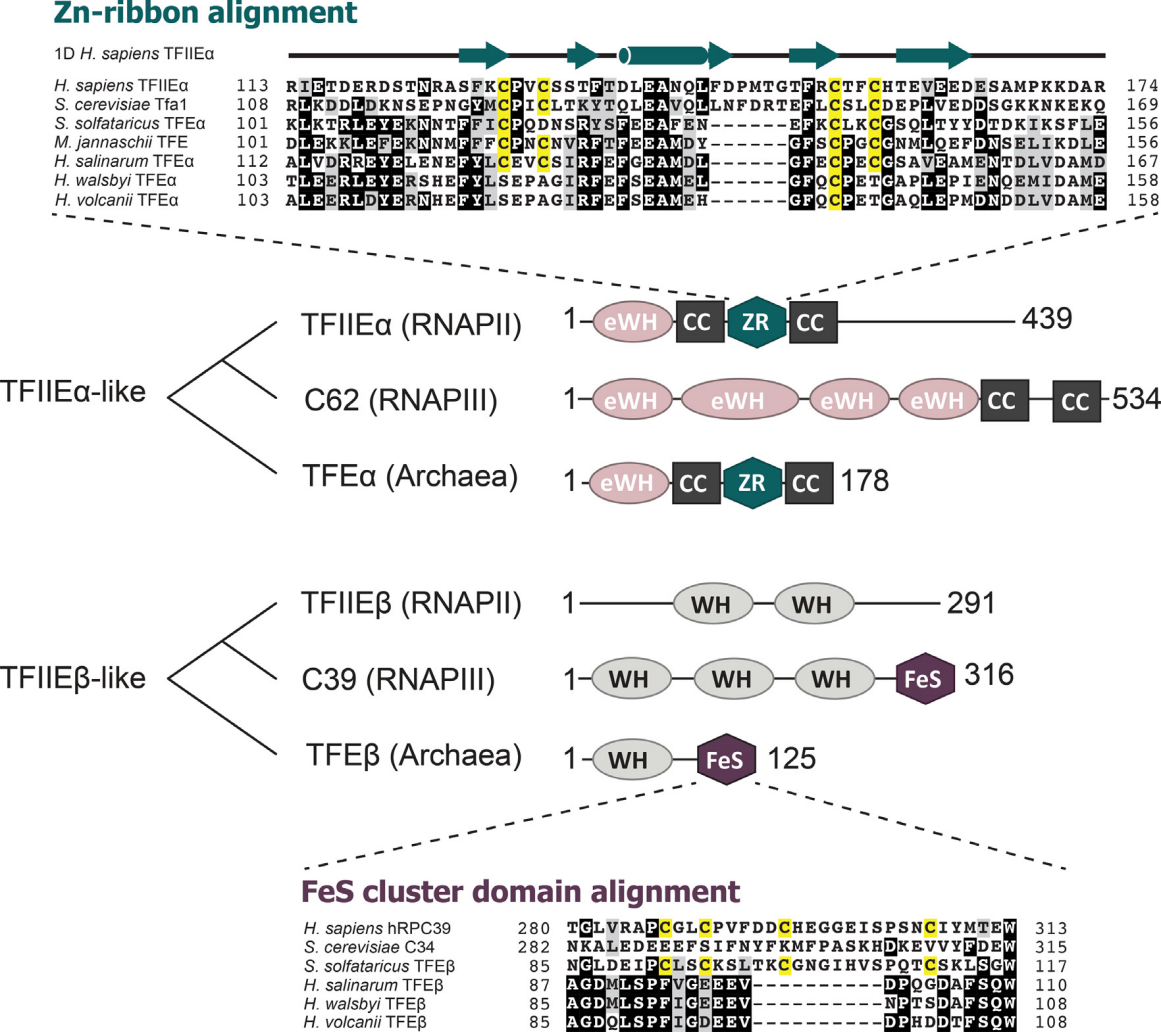
Overview over the domain organization of archaeal TFE subunits and related eukaryotic proteins. TFEα-related proteins are composed of extended winged-helix domains (eWH), a zinc ribbon domain (ZR) and coiled coil helices (CC) (3–5,55). TFEβ-related proteins are composed of winged-helix (WH) and iron-sulphur cluster domains (FeS). Sequence alignments of the two metal binding domains (ZR and FeS) reveal the loss of cysteine residues (highlighted in yellow) required for metal coordination in *H. volcanii* TFEα and TFEβ. Key to sequences: *H. sapiens* TFIIEα (NCBI accession: P29083), *S. cerevisiae* Tfa1 (EDN59878), *S. solfataricus* TFEα (AAK40605), *M. jannaschii* TFE (Q58187), *H. salinarum* TFEα (AAG19231), *H. walsbyi* TFEα (ERG94676), *H. volcanii* TFEα (ELK55987), *H. sapiens* C39 (EAX10240), *S. cerevisiae* C34 (P32910), *S. solfataricus* TFEβ (AAK41220), *H. salinarum* TFEβ (WP_010902769), *H. walsbyi* TFEβ (ERG96516), *H. volcanii* TFEβ (ADE03923). The secondary structure of the *H. sapiens* TFIIEα ZR domain is based on Okuda *et al.* (43).

Archaeal TFE has two different heterodimeric paralogues in the eukaryotic transcription systems: the basal transcription factor TFIIE and sub-complex hRPC62/39 of human RNAPIII (C82/34 in yeast) (Figure 1). In *S. cerevisiae* both TFIIE subunits are essential for cell viability (9), as are the paralogous RNAPIII subunits C82 and 34 (10,11). Importantly, both eukaryotic complexes appear to have diverged from a primordial TFEα/β-like ancestor by losing either the FeS-cluster coordinating residues (TFIIE subunit β) or the ZR domain (hRPC62) (2,12). In addition to these structural rearrangements occurring at the basis of eukaryotic evolution, in *S. cerevisiae* the C82/34 sub-complex also lost its second metal centre, the Fe-S cluster (2). In absence of high-resolution structures of archaeal TFEβ or eukaryotic hRPC39, the underlying structural adaptation to Fe-S cluster loss in *S. cerevisiae* C34 remains to be understood, but notably the corresponding region in C34 is largely unstructured in the structure of *S. cerevisiae* RNAPIII (13). Thus, in both archaea and eukaryotes, TFE-like factors have undergone major structural adaptations (1).

Functional studies have provided detailed insights into the structural and mechanistic basis of archaeal TFE function during OC formation (1,2,7,8,14). Both TFEα WH and ZR domains are required for the stabilization of the OC (2) via at least two mechanisms, firstly via direct interactions between the WH domain and the nontemplate strand (14) and secondly by an allosteric mechanism that involves the opening of the flexible RNAP clamp (15). The two TFEα domains interact with distinct contact points on the RNAP surface, which likely enables the factor to modulate the position of the flexible clamp; while the N-terminal eWH domain interacts with the coiled-coil of the clamp, the ZR domain contacts the RNAP stalk module, the second major conformationally flexible RNAP domain (15). The function of TFEβ is less well understood, but overall it stabilizes the interaction of TFEα with RNAP and enables all its activities (2). Effectively, the function of TFEα has become dependent on the β-subunit. The molecular mechanism by which OC formation is stimulated is conserved between archaeal TFE and eukaryotic TFIIE (1,5,14,16). The energy requirements for DNA strand separation during OC formation depend in large part on the physicochemical conditions of the environment. Repulsive forces within the phosphate backbones of the DNA strands destabilize the dsDNA helix, but can be counteracted by cations such as Mg^2+^ (17). The effect of human TFIIE on OC formation varies accordingly with KCl and Mg^2+^ concentration (18). Similarly, the effect of archaeal TFEα/β on OC formation increases at higher Mg^2+^ concentrations (F.B. and F.W., unpublished observations).

Haloarchaea thrive in a high salinity environment that is matched by high intracellular K^+^ concentrations, which is thought to have caused global changes in the haloarchaeal proteomes such as low isoelectric points (19). Many studies have shed light on the function of TFB and TBP in the haloarchaeal transcription machinery, which is characterized by its broad expansion of TFB and TBP paralogues that contribute to global regulation of transcription (20–22). In contrast, the function of haloarchaeal TFE has not been investigated thus far. Interestingly, the putative haloarchaeal TFEβ homologs are unusual in that they lack the cysteine residues that chelate the iron-sulphur cluster (Figure 1) (6). This raises the question whether the haloarchaeal homologues function as proper TFEβ subunits in a dimeric complex or whether haloarchaea utilize instead monomeric TFEα variants as described for other members of the euryarchaea. Does the divergent primary sequence of haloarchaeal TFEβ homologues reflect adaptations to the structure and function of haloarchaeal TFE?

Here, we show that the *tfeB* gene from *Haloferax volcanii* (Hvo) does encode a bona fide TFEβ subunit, which does not encompass an FeS cluster and yet still forms a stable complex with TFEα. In addition, the second metal centre of TFE, the TFEα zinc ribbon that is crucial for RNAP binding, is highly degenerate with only a single cysteine residue contributing to zinc binding. This results in a very low affinity for zinc, yet collision induced unfolding experiments demonstrate that zinc binding stabilizes the protein structure. In contrast to *Sulfolobus*, the *Haloferax tfeB* gene is not essential for cell viability. The *tfeB* deletion causes a slow growth phenotype and leads to the transcriptional misregulation of one third of all genes. This substantiates the role of TFE as global regulator in the archaeal domain.

## MATERIALS AND METHODS

### Heterologous expression and protein purification of Hvo TFEα/β

The gene HVO_1174 coding for Hvo TFEα was PCR-amplified and cloned into a modified version of vector pRSF-1b (2) via NcoI and XhoI restriction sites (for all primer and plasmid details see Supplemental Tables S1 and S2, respectively) for the expression of native protein or as a C-terminal His_6_-tag fusion, respectively. HVO_1090 coding for Hvo TFEβ and its variant TFEβ Δ1–72 were cloned likewise via NdeI and XhoI restriction sites into vector pET-21a(+) (Merck). Plasmids were transformed into *Escherichia coli* Rosetta2 (DE3) (Merck) and heterologous expression was carried out in enriched growth medium for 2 h after induction at 37°C. Cells were resuspended in N(500) buffer (25 mM Tris/HCl pH 8.0, 500 mM NaCl, 10 mM MgCl_2_, 100 μM ZnSO_4_, 5 mM 2-mercaptoethanol), disrupted by sonication, cleared by centrifugation and Hvo TFE was isolated by Ni-affinity chromatography.

A TEV-protease cleavage site was introduced between Hvo TFEα and the C-terminal His-tag by the Phusion site directed mutagenesis method (ThermoFisher Scientific). The resulting protein TFEα_TEV_ was expressed and purified as described above. Ni-affinity elution fractions were dialyzed against 20 mM Tris/HCl pH 8.0, 300 mM NaCl, 5 mM 2-mercaptoethanol in the presence of His-tagged TEV protease overnight. TEV protease was removed by Ni-affinity chromatography and successful cleavage was verified by SDS-PAGE.

Size exclusion chromatography was carried out in N(500) buffer with a flow rate of 0.5 ml/min on a Superose 12 hr 10/300 column (GE Lifesciences) with 0.5 ml fractions collected.

### Gene deletion and growth conditions

Growth and transformation of *H. volcanii*, isolation of genomic DNA and construction of deletion mutants was carried out as described previously (23). The *tfeA* gene HVO_1174 is in an operon with HVO_1175 and HVO_1176, which was PCR-amplified (see Supplemental Table S1) and cloned in pTA1744, a derivative of pTA131 (23), to generate pTA1769. A deletion construct pTA1814 was generated using outward facing primers to amplify upstream and downstream flanking regions of *tfeA*, respectively. A novel *Nco*I site was used for insertion of a promoter-less *trpA* selectable marker from pTA1844, generating pTA1858; care was taken to not affect transcription of the remaining operon. pTA1858 was used to transform Hvo strain H53 (*ΔpyrE2 ΔtrpA*, see Supplemental Table S3) and *ΔtfeA::trpA+* colonies were screened as described previously (23). All 129 colonies examined by hybridization were merodiploid and had retained the wild-type *tfeA*. Therefore, *tfeA* is most likely essential.

The genomic region containing the *tfeB* gene HVO_1090 was PCR-amplified and cloned in pTA131 (23) to generate pTA1706. A deletion construct pTA1708 was generated using outward facing primers to amplify upstream and downstream flanking regions of *tfeB*. A novel BglII site was used for insertion of the *trpA* selectable marker from pTA298 generating pTA1709, which was used to transform Hvo strain H53 and *ΔtfeB::trpA+* colonies were screened as described previously (23). 120 of the 160 colonies examined by hybridization were *ΔtfeB*, which was verified for 8 candidates by Southern blot (Figure 5A).

To measure growth of the *ΔtfeB* mutant strains H2644 and H2645 in Hv-YPC broth (23), 250 μl cultures were incubated in 48-well plates at 45°C, with continuous double-orbital shaking at 425 rpm, using a BioTek Epoch2 microplate spectrophotometer. Optical density at 600 nm was measured every 15 minutes and generation times were calculated by curve-fitting to the log phase of the growth curve, as indicated by the straight-line portion between perpendicular marks in Figure 5B. The standard errors of generations times across replicates = 0.07 h for wild-type and 0.13 h for *ΔtfeB* mutant. To complement the *ΔtfeB* mutation *in trans*, a KpnI–NotI fragment of pTA1706 containing the *tfeB* gene and its promoter was cloned in the shuttle vector pTA354 (24) to generate pTA2050, which was used to transform the *ΔtfeB* mutant H2644 and its parent H53; the pTA354 empty vector was used as a control. Growth was measured in a microplate spectrophotometer as described above (Figure 5C). Raw growth data are provided in Supplemental Table S4.

### RNA-seq RNA isolation

Total RNA was isolated from *H. volcanii* using the TRIzol method. 50 ml of cells grown in Hv-YPC broth to early log phase (OD_650_ = 0.2) were resuspended in 250 μl of unbuffered spheroplast solution (1 M NaCl, 27 mM KCl, 15% sucrose, pH 7.5) (23). 750 μl of TRIzol LS (Invitrogen) was added and mixed by pipetting. 200 μl of chloroform (Sigma) was added and vortexed for 15 s, then centrifuged at 20 000 x *g* for 15 min. The upper phase was transferred to a fresh tube, 500 μl of isopropanol was added and incubated for 10 min at room temperature. RNA was pelleted by centrifugation at 20 000 x *g* for 10 min, washed with 75% ethanol, air-dried and resuspended in 50 μl of RNase-free dH_2_O. Total RNA quality was assessed using the RNA 6000 Nano Kit (Agilent) on an Agilent 2100 Bioanalyzer. Total RNA concentration was measured using Qubit RNA BR assay kit (Life technologies, Q10210). 1 μg of total RNA was used for rRNA depletion using Ribo-Zero rRNA Removal Kit (Illumina). Libraries were prepared using the dUTP method (25) with NEBNext Ultra Directional RNA Library Prep kit for Illumina (New England Biolabs) and library quality was analyzed on a Bioanalyzer High-Sensitivity DNA-chip (Agilent Biotechnologies). Sequencing was performed on the Illumina NextSeq 500 sequencing platform to generate 2 × 75 bp paired end reads using V2 chemistry.

### RNA-seq data analysis

Sequencing reads were trimmed to remove the adaptor parts using Trimmomatic (26) and the quality of the sequencing data was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reads were mapped to the Hvo genome using TopHat (27) using parameters –no-novel-juncs –no-mixed –library-type fr-first strand with filtering out reads mapping to tRNA and rRNA genes as well as reads that do not map uniquely. Principal component analysis (PCA) was used to assess biological replicate concordance. RPKM values (reads per kb per million) were calculated using HTseq-count. Data were analyzed using DESeq2 to identify significant differentially expressed genes (*P*_adj_ < 0.01) (28).

In order to calculate transcript abundance, we combined an available transcriptome map of Hvo (29) with recently published transcription start site (TSS) mapping data (30) to create an updated map of Hvo mRNA transcriptome. For 1331 transcription units (TUs) the 5′-end coordinates were adjusted based on mapped primary TSSs. For these cases, the median adjustment was by 5 bp, whereas in 117 cases an adjustment of >100 nt was required, in the vast majority leading to an extension of the TU. Six annotated polycistronic TUs harboured additional internal primary TSSs. In these cases the TU annotation was revised and shortened to the primary TSS position. 62 protein encoding genes with assigned TSSs were not included in the existing TU map (29). This updated map (Supplemental Table S7) was used to estimate expression levels using RSEM in paired end mode and –strandedness reverse for libraries prepared with the dUTP method (31).

The same transcription start site mapping data were used for promoter analysis. DNA sequences were extracted using BedTools getfasta (32) for positions –50 to +10 relative to the TSS and analyzed using the MEME software version 4.11.4 for motif identification (0 or 1 occurrence per sequence, 4–16 bp width, searching given strand only) (33). A 0-order background model based on the composition of the combined *H. volcanii* DS2 genome was employed. Aligned promoter sequences were depicted using WebLogo3 with correction for the genome composition (34). Synonymous codon usage data for Hvo genes have been described previously (19). AT% of genes was calculated using BedTools nuc (32). Data were plotted using R (http:/www.R-project.org) with the LSD package v3.0.

### Native mass spectrometry

For nESI mass spectrometry (MS) proteins were buffer changed to 0.5 M NH_4_ acetate by ultrafiltration. Zn(II)-acetate was added to the samples at 2:1 molar ratio followed by 1 hr incubation at room temperature. All samples were analyzed on a first generation Synapt mass spectrometer (Waters corp., Manchester, UK) (35). Samples were introduced into the mass spectrometer by means of nESI at a concentration of 10–20 μM. For protein unfolding experiments ZipTips (C4, Millipore) were used to buffer exchange samples into 50–70% acetonitrile containing 0.1% TFA according to the manufacturer's protocol. All samples were introduced into the mass spectrometer using *in-house* prepared gold-coated capillaries (borosilicate glass capillaries with dimensions 1.0 mm × 0.78 mm from Harvard apparatus) created using a needle-puller (P-97, Sutter Instrument) and coated with gold using a sputter-coater (SC7620, Emitech), as described previously (36). The mass spectrometer was externally calibrated using a 30 mg/ml solution of caesium iodide. Instrument setting parameters were as follows: capillary voltage 1.2 kV, cone voltage 40 V, source temperature 40°C, extraction cone voltage 1 V, trap collision energy (CE) 6 V, transfer CE 4 V and bias voltage 4 V. For complexes with a mass >25 000 Da, the backing pressure was increased to 4 mbar. For collision induced unfolding (CIU) experiments bias voltage was increased to 17 V, and a CE ramp (6–36 V) in the trap collision cell was used. Mass spectra were analyzed in MassLynx software v4.1 (Waters) and CIU maps were analyzed using Amphitrite (37).

### NMR spectroscopy

Isotopically labeled samples for NMR studies were prepared by growing BL21 (DE3) cells for heterologous expression of protein TFEα_TEV_ in minimal (M9) medium using as nitrogen source ^15^NH_4_Cl (CK Isotopes). The protein was purified as described above by Ni-affinity chromatography, TEV protease cleavage and size exclusion chromatography, but the last step was carried out in an NMR compatible buffer (10 mM HEPES/KOH pH 7.5, 100 mM NaCl, 1 mM DTT).

NMR experiments were performed on a Bruker Avance III 600 MHz spectrometer, equipped with a 5 mm TXI room temperature probe at 25°C. The protein concentration for samples used for NMR studies was typically kept at 0.3 mM in the same buffer as above supplemented with 7% (v/v) ^2^H_2_O. Zn^2+^ was added using a ZnSO_4_ stock solution diluted to a final concentration of 165 and 190 mM corresponding to ∼1:1 molar ratio for TFEα_TEV_ and TFEα_TEV_ C138S, respectively. 2D ^15^N–^1^H HSQC spectra were acquired for each Zn^2+^ concentration. Data were processed using the NMRPipe/NMRDraw (38) package and analyzed with CCPNMR (39).

## RESULTS

### *H. volcanii* TFEα/β forms a stable heterodimer

The euryarchaeon *H. volcanii* (Hvo) harbours ORFs annotated in the arCOG database as TFEα and β subunit-encoding genes (arCOG04270 and arCOG04153, respectively) (40). In order to determine whether their gene products interact, we cloned the two genes *tfeA* (HVO_1174) and *tfeB* (HVO_1090) into compatible plasmids for coexpression in *E. coli*. Either of the two proteins was fused to a C-terminal His-tag in order to facilitate purification using Ni-affinity chromatography. SDS PAGE analysis of the elution fractions revealed that both TFEα and β subunits co-eluted irrespective of which subunit was tagged, suggesting that they form a stable complex. The fractions containing the co-eluting proteins were furthermore subjected to gel filtration (Figure 2). Both TFE α- and β-subunits eluted symmetrically with their predicted mobility, demonstrating that they form a stable heterodimeric TFEα/β complex (Figure 2A). The Sso TFEβ FeS cluster domain is essential for dimer formation, while the WH domain is dispensable. We constructed the corresponding WH deletion variant of Hvo TFEβ and verified its complex formation with TFEα, which confirms that the WH domain is dispensable for dimer formation in Hvo and demonstrates that the domain requirements for dimerization are conserved between Sso and Hvo TFEα/β (Figure 2B).

**Figure 2.**
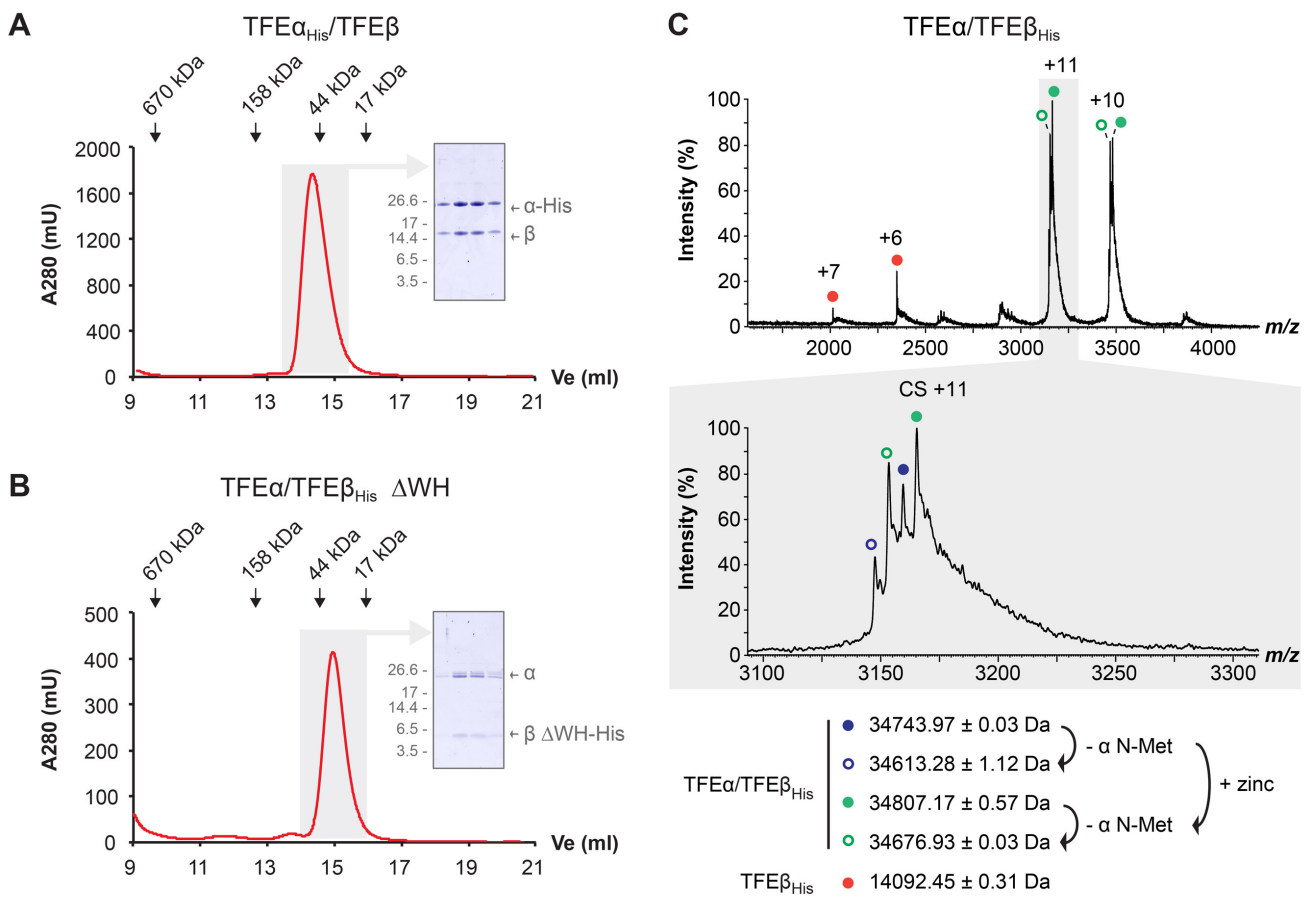
*Hvo* TFEα and TFEβ form a dimeric complex in the absence of an FeS cluster. (**A** and **B**) Size exclusion chromatography of TFEα_His_/TFEβ (A) and TFEα/TFEβ ΔWH_His_ (B) on a superose 12 h 10/30 column. Elution peaks of standard proteins are indicated. Peak fractions (highlighted in gray) were subjected to SDS-PAGE and Coomassie-staining (insert) to show symmetric elution of both subunits. (**C**) nESI mass spectrum of TFEα/TFEβ_His_. The different charge state series observed are labelled with red, blue and green filled circles. Charge state series derived from additional cleavage of TFEα N-Met are labelled with open circles. Highlighted in gray is a zoom over the region that includes charge state (CS) +11. All detected masses indicate the absence of a cubane 4Fe–4S cluster (352 Da).

### Unusual metal centre binding properties of Hvo TFEα/β

FeS clusters are commonly coordinated by cysteine residues, but alternatively arginine, histidine or aspartate residues can substitute for single cysteine residues (41,42). In the case of haloarchaeal TFEβ candidates, the absence of all four cysteine residues suggests that they do not contain FeS clusters (Figure 1). The TFEα ZR domain contributes the second metal centre of archaeal TFEα/β complexes. In the human TFIIEa ZR domain, four cysteine residues chelate a zinc ion (43). Likewise, the majority of archaeal TFEα homologues use four cysteine residues for zinc binding. Histidine, glutamate and aspartate residues have been shown to participate in zinc coordination in place of cysteine, and in some archaeal TFEα variants including Sso one of the four cysteines in the ZR domain has been substituted by an aspartate residue (44). Surprisingly, Hvo TFEα features only a single cysteine residue while the first, second and fourth cysteine positions are substituted by serine, alanine and threonine residues, respectively (Figure 1). This degenerate Hvo TFEα ZR domain has likely lost its ability to coordinate zinc altogether, or involves glutamate or other residues present in the loop of the two β-hairpins that form the canonical ZR motif. Notably the conservation of TFEα cysteine residues differs between the two major groups within the haloarchaea. While some halophilic archaea such as *Halobacterium salinarum* have TFEα variants with all four cysteines conserved, others such as *Haloquadratum walsbyi* TFEα have the same substitutions as in *H. volcanii* with a single conserved cysteine.

In order to characterize the nature of the metal binding properties of *Hvo* TFEα/TFEβ, we carried out native nano electrospray-ionization (nESI) mass spectrometry. The native mass spectrum of TFEα/TFEβ-His confirms the formation of a dimeric complex (Figure 2C). The TFEα/TFEβ-His complex was detected as a set of four peaks of calculated masses of 34 613.28 (± 1.12) Da, 34 743.97 (± 0.03) Da, 34 676.93 (± 0.03) Da and 34 807.17 (± 0.57 Da) due to two different additional masses splitting the signal independently. One split is due to the partial N-Met cleavage of TFEα by methionine aminopeptidase during heterologous expression in *E. coli* (Supplementary Figure S1); this cleavage accounts for a mass difference of 131 Da. The second split is compatible with the presence or absence of a zinc ion, which accounts for an additional mass of 65.38 Da. The spectra revealed a small amount of free TFEβ-His that resulted in a second charge state series with a mass of 14 092.45 (± 0.31) Da coinciding well with the theoretical mass of TFEβ-His (14 090.5 Da, Figure 2C). This suggests that the zinc present in the TFEα/TFEβ complex must be bound by the α subunit – in spite of the degeneracy of the zinc binding motif. We also noted that extended washing lead to complete loss of the heavier species indicative of zinc loss (data not shown).

### Zinc binding stabilizes the degenerate TFEα ZR domain

In order to characterize the binding of zinc to the TFEα ZR domain, we produced a recombinant monomeric TFEα variant (TFEα_TEV_) that allowed the removal of the affinity tag following purification. To prevent zinc loss due to the additional purification steps, we re-incubated the protein with 1 mM ZnSO_4_ before the buffer exchange into NH_4_ acetate compatible with nESI MS. The native mass spectrum of TFEα_TEV_ showed two peaks of similar intensity with a calculated mass of 21 425.5 (± 0.4) Da and 21 490.6 (± 0.0) Da corresponding very well with the theoretical mass of TFEα_TEV_ (21 425.65 Da) and an additional zinc ion (65.38 Da, Figure 3A). In order to characterize any putative zinc chelating residues, we mutated the single conserved cysteine residue in the TFEα ZR domain to serine and recorded its native mass spectrum. The C138S variant showed one major peak with a calculated mass of 21 410.8 ± 0.8 Da corresponding to the theoretical mass of the ligand-free protein (21 409.59 Da) and a very small population with a mass of 21 475.4 (±1.4 Da) matching the theoretical mass of the zinc-bound form (21 474.97 Da, Figure 3B).

**Figure 3.**
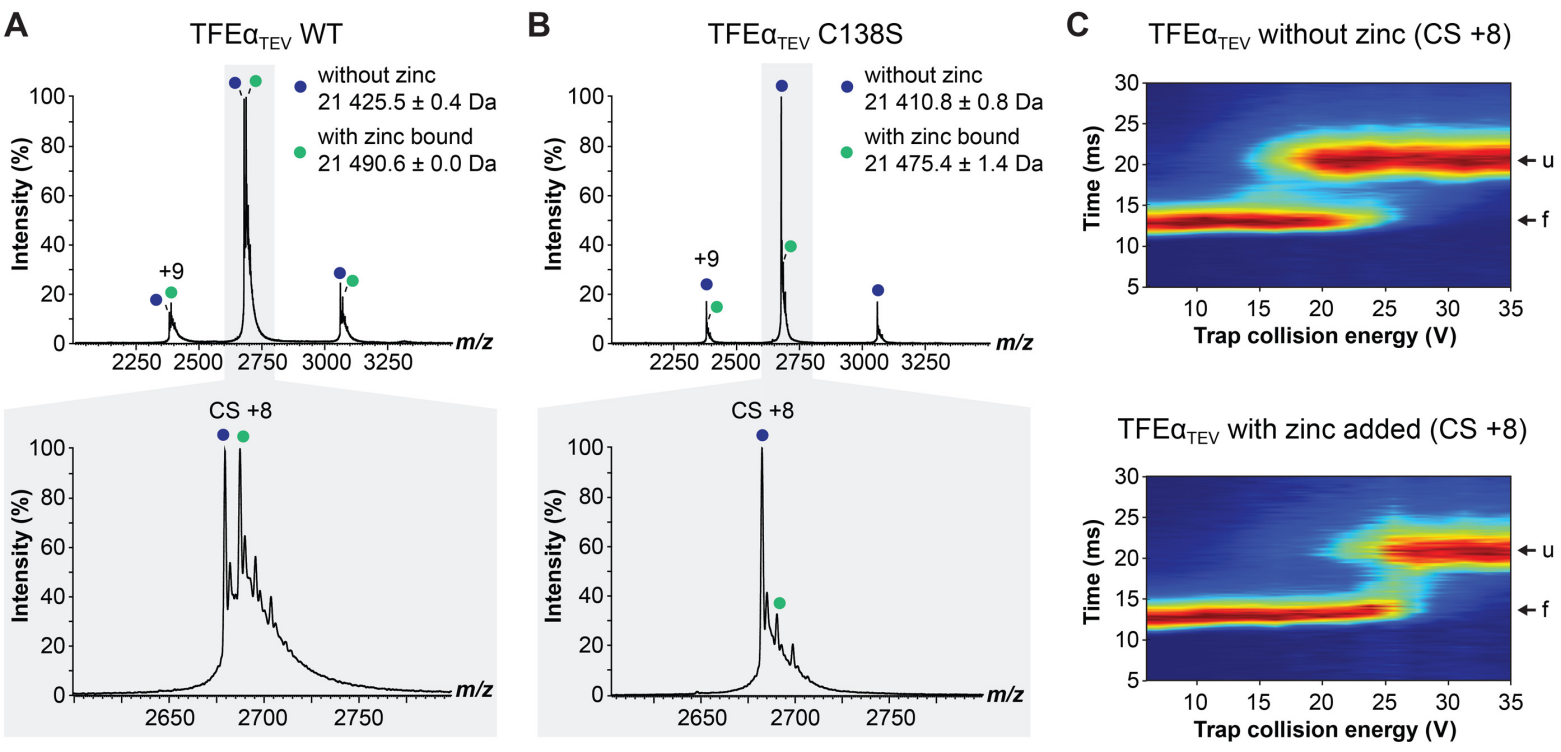
The degenerate zinc-ribbon domain of TFEα is capable of zinc binding. (**A** and **B**) nESI native mass spectrum of monomeric wild type TFEα_TEV_ (A) and TFEα_TEV_ C138S (B) after incubation with zinc. Charge state series of TFEα_TEV_ with and without zinc are labelled with green and blue filled circles, respectively. Highlighted in gray is a zoom over the region that includes charge state (CS) +8. (**C**) Collision induced unfolding experiment of TFEα_TEV_ with and without zinc addition. CS+8 was isolated using the quadrupole and activated in the trap collision cell using a CE ramp (6–36 V) prior to ion mobility separation. The ion mobility cell separated the protein into two populations corresponding to folded (f) and unfolded (u) states.

In order to assess whether zinc binding increased the stability of TFEα_TEV_, we carried out collision-induced unfolding (CIU) experiments. CIU combines activation of proteins by voltage to induce protein unfolding coupled with ion mobility mass spectrometry to detect the folding status (45). Ligand-free TFEα_TEV_ appeared in two populations, a faster travelling population (∼15 ms) corresponding to the native folded protein, and a slower travelling population (∼25 ms) equivalent to a more unfolded state triggered by a higher voltage (∼20 V, Figure 3C). To analyze the effect of zinc, we preincubated TFEα_TEV_ with 1 mM zinc acetate, isolated the corresponding peak (21 490.6 Da charge state +8) using the quadrupole mass analyzer, and subjected it to CIU using a voltage ramp in the trap collision cell prior to ion mobility separation. Interestingly a significantly higher voltage (∼25 V) was required to convert zinc-bound TFEα_TEV_ into the more unfolded state, indicating that zinc binding indeed exerted a stabilizing effect on TFEα. To gain further insight into the possible structural differences between WT TFEα_TEV_ and the C138S variant we recorded two-dimensional (2D) ^15^N–^1^H Heteronuclear Single Quantum Coherence (HSQC) spectra. The HSQC spectra of TFEα_TEV_ and the C138S variant showed good dispersion and superimposed well on each other with a single crosspeak shift between the two spectra that likely corresponds to C138 (Figure 4). These results demonstrate that (i) TFEα_TEV_ adopts a stable structure even in the absence of its interaction partner TFEβ, and (ii) that the C138S mutation does not cause larger structural perturbation of TFEα_TEV._

**Figure 4.**
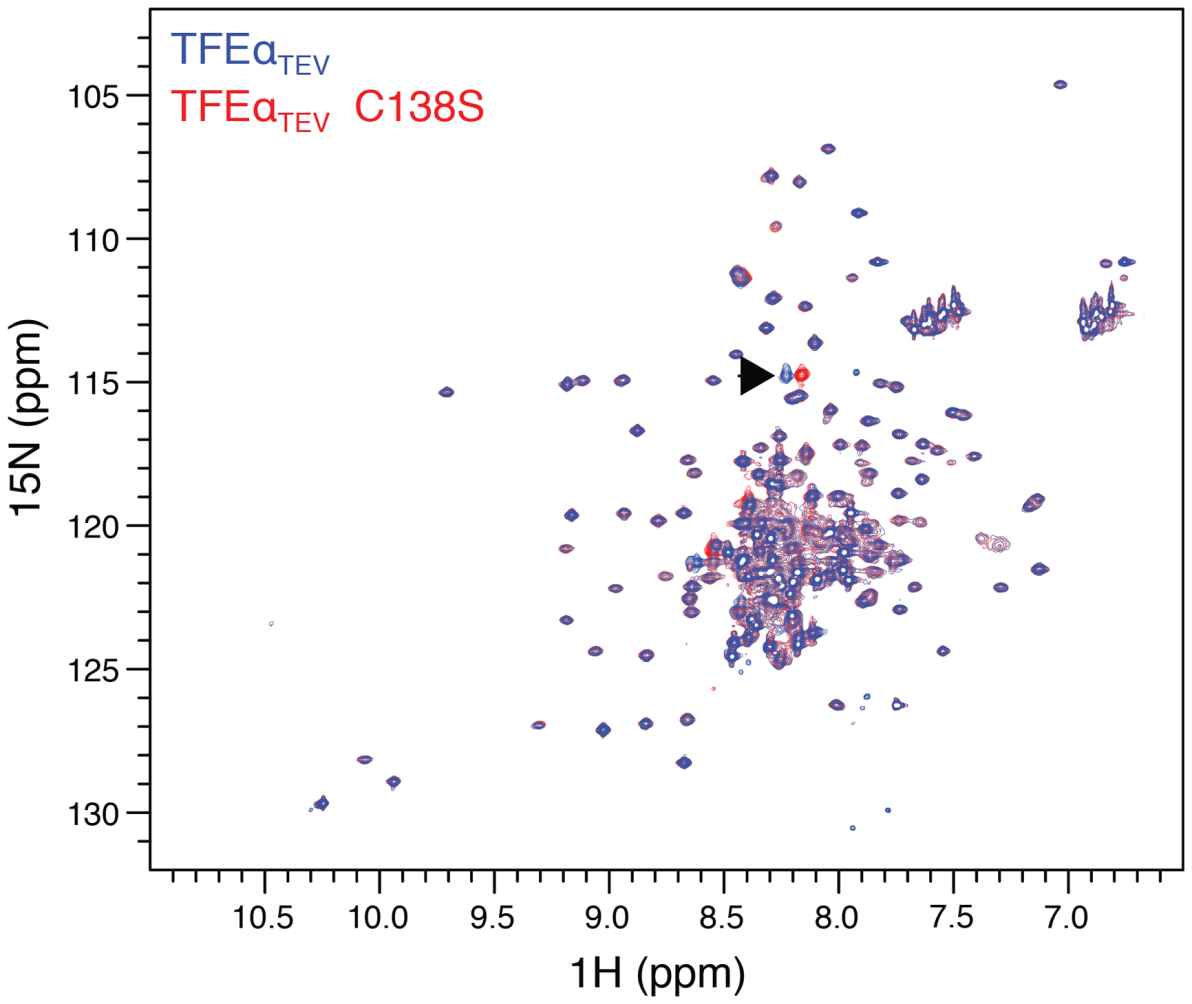
The C138S mutation does not cause larger structural perturbation of TFEα_TEV._ Overlay 2D ^15^N–^1^H HSQC spectra of TFEα_TEV_ (blue) and C138S variant (red) without Zn^2+^. The black arrow indicates the chemical shift perturbation caused by the C138S mutation. All data were recorded at 600 MHz, under the same conditions, number of scans and increments, at pH 7.5, 7% D_2_O, 25°C.

The addition of zinc in equistoichiometric concentrations resulted in the disappearance of a number of residues in TFEα_TEV_ (Supplementary Figure S2A), which suggests that the structure of the protein is undergoing subtle changes upon zinc binding in agreement with CIU experiments. Importantly, the set of crosspeaks disappearing in WT TFEα_TEV_ contains the single crosspeak that is perturbed in the C138S variant. Several other crosspeaks disappearing upon zinc binding in the spectra of both WT TFEα_TEV_ and the C138S variant reflecting possibly additional residues involved in zinc binding (Supplementary Figure S2A and B). It should be noted that both CIU and NMR experiments are limited to salt concentrations that are far below the physiological conditions. However, the specific changes in the HSQC spectrum upon zinc binding and the 1:1 stoichiometry observed in the native mass spectra suggest that the zinc binding is specific.

### Deletion of *tfeB* downregulates non-native genes differentially

In order to investigate the function of TFE *in vivo*, we attempted to delete the *tfeA* and *tfeB* genes in Hvo. One key feature of *H. volcanii* as archaeal model system is its genetic tractability, which includes a ‘pop-in/pop-out’ strategy for gene deletion using tryptophan and uracil auxotrophy (23). We were unable to delete *tfeA*, despite the use of a selectable *trpA+* marker that significantly facilitates gene deletion (23), suggesting that *tfeA* is essential. However, the Hvo Δ*tfeB* strain H2644 proved to be viable but showed a severe growth phenotype, with a doubling time of 5.6 hrs compared to 2.2 h for the parental strain H53 (Figure 5A and B). Identical results were obtained with an independently-derived Δ*tfeB* strain H2645, and the growth defect in Hvo Δ*tfeB* H2644 was complemented by expression of the *tfeB* gene *in trans* (Figure 5C).

**Figure 5.**
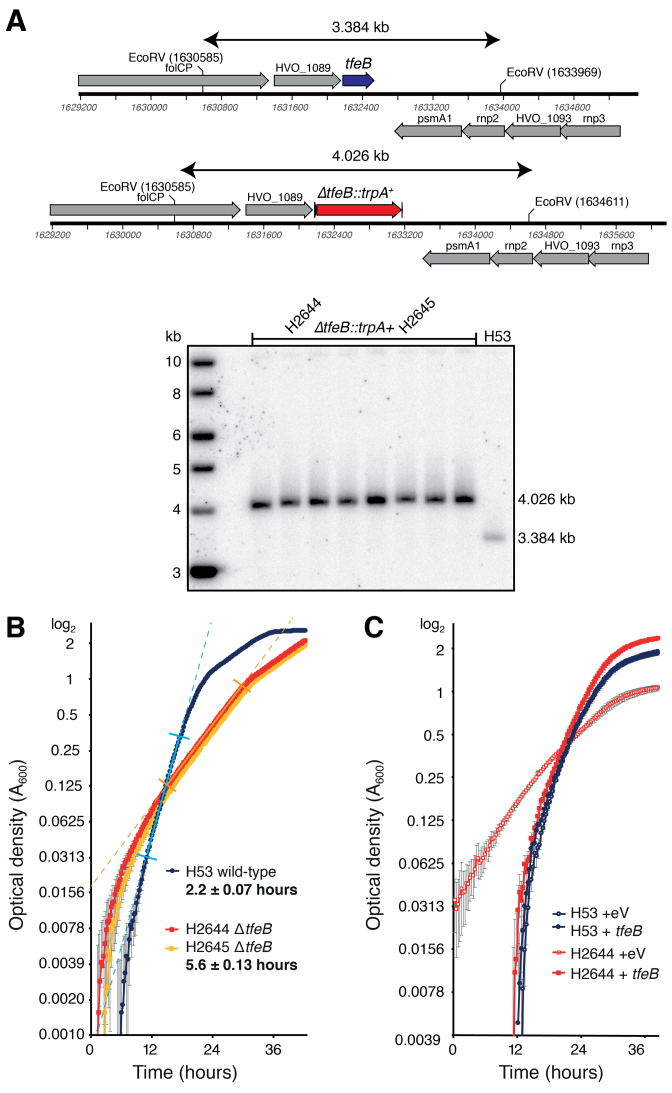
The *tfeB* gene encoding TFEβ is non-essential in *H. volcanii*. (**A**) Southern blot of *Eco*RV digest confirming deletion of *tfeB* in H2644 and H2645. (**B**) Deletion of *tfeB* confers a slow-growth phenotype in H2644 and H2645, versus the parent strain H53. Data from the mean of four repeats (and standard error) is plotted on a log_2_ scale, the generation time in exponential phase is shown in bold (exponential growth phase is indicated by straight-line fit between perpendicular marks, *R*^2^ = 0.99 for all strains). (**C**) The growth defect conferred by deletion of *tfeB* in H2644 is complemented by *in trans* expression of *tfeB* (eV, empty vector).

The Hvo Δ*tfeB* strains provided a unique opportunity to study a putative role of TFEβ in the regulation of gene expression. In order to characterize the impact of the lack of TFEβ on the haloarchaeal transcriptome, we isolated total RNA from the Hvo Δ*tfeB* H2644 and the wild-type H26 strain. H26 is *trpA+* (23) and therefore its transcriptome will be more comparable to that of Δ*tfeB::trpA+* strain H2644 (Supplemental Table S3). 

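Messenger RNA of the parental strain and of the ΔtfeB strain was compared by RNA-seq, with 2 samples of each strain and 4 in all. Cells were grown in Hv-YPC broth, RNA was extracted with TRIzol and depleted of rRNA with Ribo-Zero, and strand-specific libraries were made by the dUTP method. The authors trimmed the reads with Trimmomatic, mapped them with TopHat, counted them per gene with HTSeq and compared the strains with DESeq2. The authors' deposited table holds, for each of 3993 genes of the main chromosome and the megaplasmids pHV1, pHV3 and pHV4, the mean normalized count over the 4 libraries, the log2 fold change of ΔtfeB over parental with its standard error, a p-value and an adjusted p. Values of the single libraries were not analysed here, so no spread between replicates and no total count per library is given. In the authors' deposited table the mean normalized count had a median of 219 over all genes, and the median standard error of a log2 fold change was 0.35 for the 3114 genes with a mean count of at least 50 and 0.68 for the rest. A gene is said below to rise or fall in ΔtfeB when its adjusted p in the authors' deposited table was under 0.01, and fold changes are relative to the other transcripts. Gene lists were fixed by annotation words before the authors' deposited table was examined, except where stated. Part of the same comparison was visible in the paper's Table S5 by then, so the lists cannot be taken as blind to the values. Groups of genes were compared by two-sided Fisher exact tests, which take genes as independent although neighbours often share a transcript. The tests of gene lists, categories, replicons, the prophage region and the quartiles over all genes were therefore repeated, as a choice made after the data were seen, as rotation tests that shift the calls along the gene order of the replicons. The sample titles and the paper name H26 as the parental strain while the strain field of the labels names H53, the labels call the deletion markerless while the paper describes a trpA-marked one, and the paper's names are used here. The paper calls the samples biological replicates and its Table S7 names the ΔtfeB samples H2644 and H2645, whereas the labels name H2644 for both, so p-values may measure a spread between strains, cultures or preparations.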

RNA isolation was carried out during early exponential growth (OD_650_ = 0.2) and subjected it to next generation RNA sequencing (RNA-seq). Consistent with the predicted role of TFEβ as a basal transcription factor, the deletion of *tfeB* led to changes in relative mRNA abundance for 38% of all genes (1519 out of 3993 genes, *P*_adj_ < 0.01) (Supplemental Table S5). 

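Loss of tfeB was accompanied by changed transcript levels across much of the genome. In the authors' deposited table 1520 of 3993 genes changed (38.1%), of which 781 rose and 739 fell. The largest fall was that of tfeB itself (HVO_1090, main chromosome from 996959 to 997312), the gene deleted from the strain, with a log2 fold change of -7.52 in the authors' deposited table (standard error 0.64, adjusted p = 2.7e-29). Without tfeB the counts were 1519 changed genes and 738 that fell. The gene for the other subunit of the factor, tfeA (HVO_1174), did not pass the threshold, with a log2 fold change of -0.67 in the authors' deposited table (standard error 0.28, adjusted p = 0.0319). The selection marker trpA (HVO_0789), which encodes tryptophan synthase subunit alpha, rose by 1.45 on the log2 scale in the authors' deposited table (standard error 0.31, adjusted p = 2.1e-05). The marker gene pyrE2 was not analysed here. Over all genes the median log2 fold change was -0.03. Of the 313 genes with a mean normalized count under 10, 4 passed the threshold. A Bonferroni adjustment of the deposited p-values left 722 changed genes, of which 383 were higher and 339 lower.

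**Figure D1:**
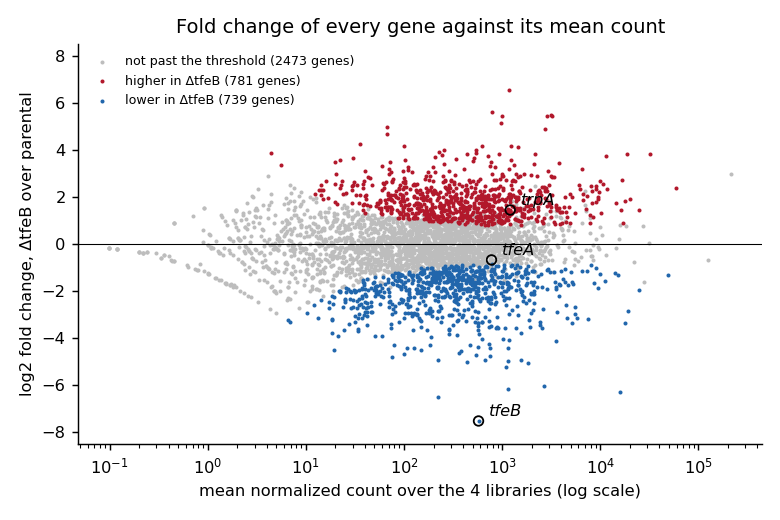
Log2 fold change of ΔtfeB over parental against the mean normalized count over the 4 libraries (log scale), 1 point per gene, from the authors' deposited table. The 781 genes that rose are red, the 739 that fell are blue, and tfeB lies lowest at -7.52.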

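Genes that rose and genes that fell did so by similar amounts. The median log2 fold change was 1.76 among genes that rose, with quartiles of 1.34 and 2.28, and -1.86 among genes that fell, with quartiles of -2.55 and -1.40. These medians are folds of 3.39 and 3.64. Changes of at least 3 on the log2 scale were found for 62 genes that rose and 115 that fell. The 10 largest rises in the authors' deposited table include transport genes, with log2 fold changes of 6.54 for HVO_2034 and 5.16 for HVO_2033, both ABC transporter permeases, and of 5.43 for the substrate-binding protein HVO_2031. A further transporter locus holds the permease HVO_2399 and the adhesin HVO_2397, with log2 fold changes of 5.60 and 5.44 in the authors' deposited table, and the manganese transporter HVO_2674 rose 45.2-fold there. Enzymes of sugar metabolism were the glycosyl hydrolase HVO_2087, the aldolase HVO_2106 and the triose-phosphate isomerase HVO_2105, at 5.45, 4.98 and 4.67 in the authors' deposited table. Apart from tfeB, the largest falls in the authors' deposited table were those of the prophage genes HVO_2265 and HVO_2266, at -6.48 and -6.15, of HVO_A0133 on pHV4, a protein with a Tat signal sequence, at -6.27, and of HVO_C0054 on pHV1 at -6.01. The HNH endonuclease gene HVO_0418 had a log2 fold change of -4.99 in the authors' deposited table, and HVO_A0406, HVO_1522 and HVO_A0504 had -5.22, -5.07 and -4.94.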

Approximately equal numbers of genes were up- or downregulated (781 and 738, respectively) with overall mild changes in relative transcript abundance (median values for log_2_-fold change in abundance: 1.76 and –1.86 for up- and downregulated genes, respectively). Generally, slow growth is associated with reduced ribosome biosynthesis in pro- and eukaryotes (46). This holds true independent of whether slow growth results from genetic defects or poor carbon sources. We therefore analyzed the differential expression of the components of the basal translation machinery: ribosomal proteins, initiation and elongation factors. 42 out of 57 ribosomal proteins, three out of four elongation factors, and 4 out of 13 initiation factors showed differential expression (*P*_adj_ < 0.01). The majority of these genes show increased relative abundance (32 out of 49) (Figure 6A). Therefore, the changes in the transcriptome composition appear not to reflect a general slow growth phenotype. Instead these changes most likely reflect direct misregulation of gene expression as a result of *tfeB* deletion. 

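Genes of the translation machinery moved in both directions, and more of the ribosomal protein genes that rose lie inside 1 cluster than outside it. In the authors' deposited table 28 of 57 ribosomal protein genes rose, 14 fell and 15 did not pass the test (30 higher and 14 lower when adjusted over the list alone). Examples in the authors' deposited table are the genes for S2 (HVO_2773), S10 (rpsJ, HVO_0360) and L1 (HVO_2757), with log2 fold changes of 2.32, 1.90 and 1.85, and those for L11 (HVO_2758) and S6e (HVO_1827), with -2.84 and -2.65. Of 4 elongation factor genes 2 rose and 1 fell, with the same counts when adjusted over the list alone. Both genes for EF-1 alpha, which delivers aminoacyl-tRNA to the ribosome, rose in the authors' deposited table (HVO_0359 by 2.38 and HVO_2413 by 2.67 on the log2 scale), while EF-1 beta (HVO_2752) had a log2 fold change of -1.58. Of 13 initiation factor genes 2 rose and 2 fell, again with the same counts when adjusted over the list alone. The initiation factor genes that rose in the authors' deposited table were HVO_B0284 and IF-2 (HVO_2242), with log2 fold changes of 2.33 and 1.43, and those that fell were IF-5A (HVO_2300) and IF-1A (HVO_0136), with -3.56 and -1.78. Over the 74 genes of these lists 32 rose and 17 fell (34 and 17 when adjusted over the list alone). Against all other changed genes the odds ratio of rising was 1.81 (95% interval 0.968 to 3.52, Fisher exact test, p = 0.0582; rotation test, p = 0.286). In a cluster of 22 ribosomal protein genes (HVO_2542 to HVO_2564), set apart after the values were seen, 16 rose and none fell at the adjusted p from DESeq2. At an unadjusted p under 0.05, 21 of them were higher and 0 lower. The 35 ribosomal protein genes elsewhere divided into 12 that rose and 14 that fell. Without the cluster, the odds ratio for the translation machinery was 0.888 (Fisher exact test, p = 0.861), and at an adjusted p under 0.001 for the single genes it was 1.06 (Fisher exact test, p = 1.00).

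**Figure D2:**
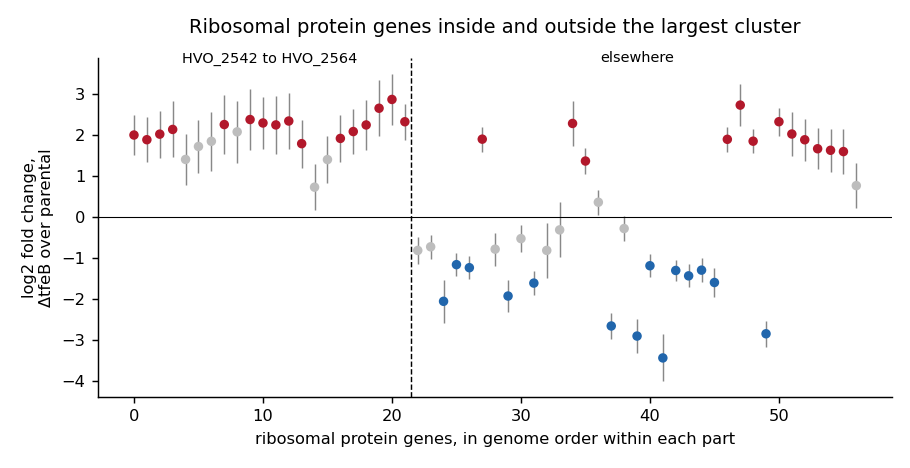
Log2 fold change of each of the 57 ribosomal protein genes in the authors' deposited table, with its standard error, for the 22 genes of the cluster (left) and the 35 others (right). Genes that rose are red, genes that fell are blue, and grey genes did not pass the test.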

In order to investigate the transcriptional response more systematically, we tested for the enrichment of specific functional classes of arCOGs (40) in the sets of differentially regulated genes. 

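Genes for protein folding and degradation rose more often than other genes in ΔtfeB, and genes of amino acid metabolism fell less often. In the authors' deposited table 41 of the 116 genes of arCOG category O, which covers protein modification, turnover and chaperones, rose and 9 fell. The share that rose was 35.3%, against 19.6% of all genes (odds ratio 2.32, 95% interval 1.53 to 3.47, Fisher exact test, Bonferroni p = 0.00139 over 21 categories), and the odds ratio for falling was 0.363 (Fisher exact test, Bonferroni p = 0.0307). The rotation test gave a Bonferroni p of 0.0526 for the rise of category O. The ATP-dependent protease gene lonB (HVO_0783), the peptidase gene HVO_2904 and the gene for thermosome subunit 3 (HVO_0778), part of the group II chaperonin, had log2 fold changes of 3.81, 3.83 and 3.72 in the authors' deposited table. The genes for the other thermosome subunits, HVO_0455 and HVO_0133, rose by 2.01 and 1.87 on the log2 scale in the authors' deposited table. Of 17 chaperone genes 8 rose and none fell at the adjusted p from DESeq2, with the same counts when adjusted over the list alone and 2 lower at an unadjusted p under 0.05. At an adjusted p under 0.001, 5 chaperone genes were higher. Of 53 genes for the proteasome and proteases 18 rose and 3 fell (the same when adjusted over the list alone), an odds ratio of 5.78 against other changed genes (95% interval 1.68 to 30.8, Fisher exact test, p = 0.0015). Members of category O that fell in the authors' deposited table include deoxyhypusine synthase (HVO_B0182) and a peptidyl-prolyl isomerase (HVO_A0500), with log2 fold changes of -3.02 and -2.25. Of the 356 genes of category E, amino acid transport and metabolism, 40 fell (11.2%, against 18.5% of all genes) and 76 rose. The odds ratio for falling was 0.532 (95% interval 0.369 to 0.750, Fisher exact test, Bonferroni p = 0.00294). Among them, in the authors' deposited table, homoserine kinase (HVO_2338) and alanine dehydrogenase (HVO_0454) had log2 fold changes of -3.03 and -2.01, and leuD (HVO_1503), of leucine synthesis, rose by 3.99. Among genes with a mean count of at least 50, the odds ratio of category E was 0.637 (Fisher exact test, Bonferroni p = 0.261).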

Genes involved in posttranslational modification, protein turnover and folding were enriched amongst the upregulated genes while genes involved in amino acid transport and metabolism were underrepresented amongst downregulated genes (Fisher's exact test, *P*_adj_ < 0.05) (Figure 6B and Supplemental Table S6). 

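Genes of mobile elements fell more often than other genes in ΔtfeB, and few rose. Of the 100 genes of arCOG category X, the mobilome of prophages and transposons, 43 fell and 2 rose in the authors' deposited table, and their median log2 fold change was -1.49. The odds ratio against all other genes was 3.46 for falling (95% interval 2.26 to 5.29, Fisher exact test, Bonferroni p = 2.0e-07) and 0.0816 for rising (95% interval 0.00972 to 0.304, Fisher exact test, Bonferroni p = 2.9e-06). The genes that rose were HVO_0140, of unknown function, and the transposase gene HVO_A0364, each with a log2 fold change of 1.28 in the authors' deposited table. Of 80 transposase genes 36 fell and 1 rose, with the same counts when adjusted over the list alone, and with a mean count of at least 50 there were 21 transposase genes that fell. Transposase genes that fell lie on several replicons, such as HVO_A0262 on pHV4, HVO_1519 and HVO_2434 on the main chromosome and HVO_C0039 on pHV1, with log2 fold changes of -3.07, -2.65, -2.07 and -2.27 in the authors' deposited table. Copies of one transposase share sequence, and the authors removed reads that mapped to more than 1 place. Of 14 genes for integrases and recombinases, enzymes that move elements in and out of a chromosome, 4 fell and none rose at the adjusted p from DESeq2 (the same when adjusted over the list alone), with none higher at an unadjusted p under 0.05. These were HVO_2290, HVO_2273 and xerA (HVO_2259) in the prophage region and HVO_1422 elsewhere, with log2 fold changes of -3.50, -3.24, -3.02 and -2.62 in the authors' deposited table. The share that fell was 28.6%, against 18.5% of all genes. Against other changed genes, the p-value adjusted over 20 lists was 0.131 by Fisher exact test and 0.0795 by rotation test, not past 0.05.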

Interestingly, genes assigned to prophages and transposons were underrepresented among upregulated, but enriched among downregulated genes (Fisher's exact test, *P*_adj_ < 0.001).

**Figure 6.**
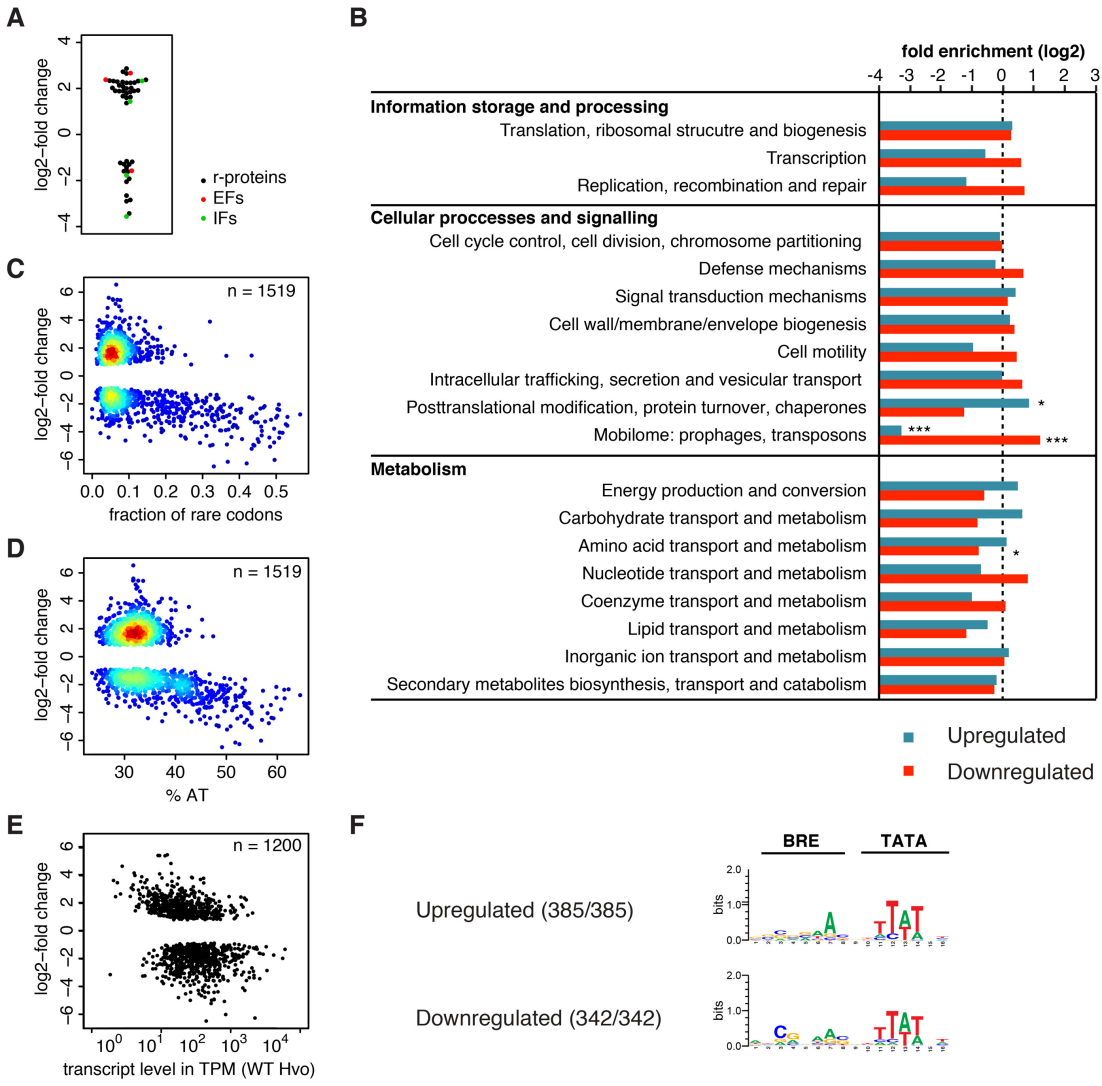
Deletion of *tfeB* leads to widespread misregulation of transcription. (**A**) log_2_-fold change in relative transcript abundance (*P*_adj_ < 0.01) of genes coding for the basal translation machinery, ribosomal proteins (black), translation initiation factors (green) and elongation factors (red). (**B**) Analysis arCOG category distribution in significantly misregulated genes (*P*_adj_ < 0.01). Significant enrichment or underrepresentation is indicated (two-sided Fisher's exact test with Bonferroni correction for multiple testing) with * and *** denoting *P*_adj_ < 0.05 and 0.001, respectively. (**C** and **D**) Heatscatter plot of rare codon frequency (defined as codons with less than 10% synonymous codon usage genome-wide) (C) and AT content of genes (D) against the log_2_-fold change (*P*_adj_ < 0.01) in relative transcript abundance. (**E**) Plot showing the estimated transcript levels in parental strain H26 (transcripts per million, TPM, geometric mean for the two replicates) calculated for the transcription units of Hvo using RSEM (31) against the log_2_-fold change in relative transcript abundance for the first cistron within the respective transcription unit (*P*_adj_ < 0.01). (**F**) BRE/TATA motif consensus in misregulated genes. In order to account for variable spacing between the TSS and BRE/TATA motifs we conducted a motif search using the MEME software version 4.11.4 (0 or 1 occurrence per sequence, 4 to 16 bp width, searching given strand only) (33). A background model based on the composition of the combined *H. volcanii* DS2 genome was employed. BRE/TATA motifs were discovered in all sequences.

Hvo H26 harbours three megaplasmids (pHV1, pHV3 and pHV4), with pHV4 stably integrated into the chromosome (19,47). 

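The replicons differed in how their genes responded to the loss of tfeB. In the authors' deposited table 35 of the 75 genes of pHV1 fell (46.7%) and 1 rose, whereas on the main chromosome 535 of 2940 fell (18.2%) and 617 rose (21.0%). Against the main chromosome the odds ratio for pHV1 was 3.93 for falling (95% interval 2.40 to 6.41, Fisher exact test, adjusted p = 8.1e-08 over 6 tests) and 0.0509 for rising (Fisher exact test, adjusted p = 1.6e-06). On pHV4 142 of 606 genes fell and 82 rose, with odds ratios of 1.38 for falling (95% interval 1.11 to 1.70, Fisher exact test, adjusted p = 0.00449) and 0.589 for rising (Fisher exact test, adjusted p = 2.3e-05). Genes of pHV3 fell less often, with 27 of 372 lower and 81 higher, an odds ratio for falling of 0.352 (95% interval 0.226 to 0.528, Fisher exact test, adjusted p = 7.0e-08) and for rising of 1.05 (Fisher exact test, adjusted p = 0.736). The median log2 fold change was -1.39 on pHV1, -0.27 on pHV4, 0.56 on pHV3 and -0.03 on the main chromosome. On pHV1 the gene for the replication protein Orc1 (HVO_C0001) and the genes HVO_C0040, HVO_C0002 and HVO_C0050 had log2 fold changes of -3.59, -4.91, -3.89 and -3.82 in the authors' deposited table, and the 1 gene that rose was HVO_C0015. On pHV3 a transporter gene (HVO_B0251), oleate hydratase (HVO_B0149) and the aldehyde dehydrogenase gene xacF (HVO_B0100) rose by 3.91, 3.38 and 2.88 on the log2 scale in the authors' deposited table. On pHV4 the gene for NosL (HVO_A0601), an accessory protein of nitrous oxide reductase, had a log2 fold change of -3.58 in the authors' deposited table, and HVO_A0286 rose by 3.69. The rotation test set each replicon against all other genes of the table rather than the main chromosome. It gave an adjusted p of 0.0577 for both directions on pHV1 and for rising on pHV4, which is not past 0.05. Among genes with a mean count of at least 50 the odds ratio for rising on pHV4 was 0.838 (Fisher exact test, adjusted p = 0.236).

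**Figure D3:**
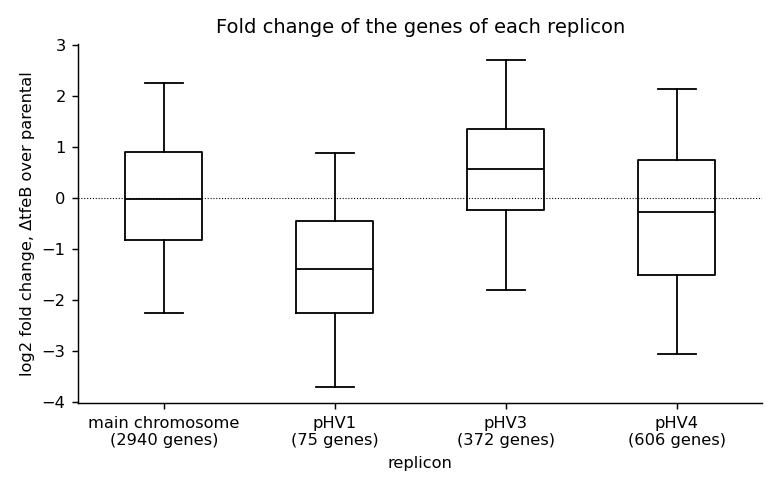
Log2 fold changes of the genes of each replicon in the authors' deposited table, with boxes from the first to the third quartile, a line at the median and whiskers from the 5th to the 95th percentile. The median is lowest for the 75 genes of pHV1, at -1.39, and highest for the 372 genes of pHV3, at 0.56.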

Interestingly, the knockout of TFEβ affects the genes residing on the megaplasmids (in particular pHV1) more severely compared to genes encoded by the main chromosome (Table 1). Genes encoded by pHV1differ significantly in their synonymous codon usage from the general codon usage in Hvo, suggesting that they are of non-native origin and have been acquired by lateral gene transfer (19). The notion that non-native genes are downregulated more severely than native ones is further supported by the predicted prophage residing in the main chromosome of Hvo. This region contains 43 open reading frames (ORFs HVO_2252 to HVO_2293), 32 of which have a decreased relative abundance in the Δ*tfeB* strain, while none of the remaining genes showed increased relative abundance. 

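Every gene of the prophage region had a negative log2 fold change. The region from HVO_2252 to HVO_2293 spans 52.6 kb of the main chromosome, from 2110297 to 2162873, and 42 of its genes were analysed. In the authors' deposited table 32 of them fell, none rose at the adjusted p from DESeq2 or at an unadjusted p under 0.05, and 10 did not pass. The median log2 fold change over the 42 genes was -2.64. All 21 genes with a mean count of at least 50 fell, and the 10 that did not pass had mean counts under 50. Outside the region 503 of 2898 genes of the main chromosome fell (17.4%), which gives an odds ratio of 15.2 (95% interval 7.24 to 34.9, Fisher exact test, p = 2.3e-16; rotation test within the main chromosome, p = 0.00918). The region carries a restriction-modification locus, of which the restriction and the methylation subunit genes (HVO_2269 and HVO_2270), HVO_2271 and the adenine methylase gene HVO_2275 had log2 fold changes of -3.34, -3.51, -4.93 and -3.65 in the authors' deposited table. The regulator gene HVO_2263 fell by 3.54 on the log2 scale in the authors' deposited table.

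**Figure D4:**
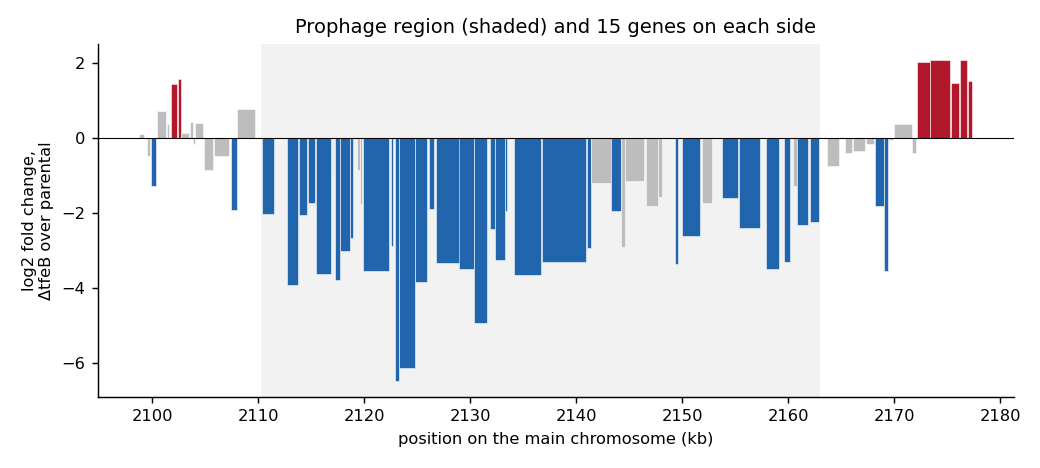
Log2 fold change in the authors' deposited table for each gene of the prophage region (shaded) and the genes on either side, along the main chromosome in kb, with bars as wide as the genes. Of the 42 genes in the region 32 fell (blue) and 10 did not pass the test (grey), and none rose (red).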

In order to test the effect of *tfeB* deletion on non-native genes more systematically, we plotted the rare codon frequency of genes (defined as codons with less than 10% synonymous codon usage genome-wide) against the log_2_-fold change in relative transcript abundance (Figure 6C). Many genes with high frequency of rare codons appear to be downregulated and genes with a higher AT content than the genome average showed a similar correlation (Figure 6D). 

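Genes rich in rare codons or in AT fell more often, and the difference lay in the genes with the highest values. Across genes the Spearman correlation of log2 fold change was -0.226 with rare codon frequency (3993 genes) and -0.230 with AT content (3966 genes), both with a rotation p of 0.00025, the smallest that this test can give, also after adjustment over both correlations. Genes are not independent replicates, and the 2 properties are themselves correlated across genes at 0.518. Of the 10% of genes richest in AT, 52.1% fell, 1.76% rose and the median log2 fold change was -1.79. In the next 10% these shares were 23.2% and 9.07%, and in the remaining groups of equal size 9.11% to 15.4% fell and 18.2% to 27.4% rose. Of the 10% of genes richest in rare codons, 43.8% fell and 2.00% rose, with a median log2 fold change of -1.50. The largest falls apart from tfeB, among them HVO_C0054, HVO_A0133 and HVO_2266, have AT contents of 48.5% to 56.8% and rare codon frequencies of 32.1% to 49.6% in the authors' deposited table. The 10 genes with the largest rises, among them HVO_2034 and HVO_2087, have 31.7% to 33.7% AT and 4.20% to 7.96% rare codons there.

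**Figure D5:**
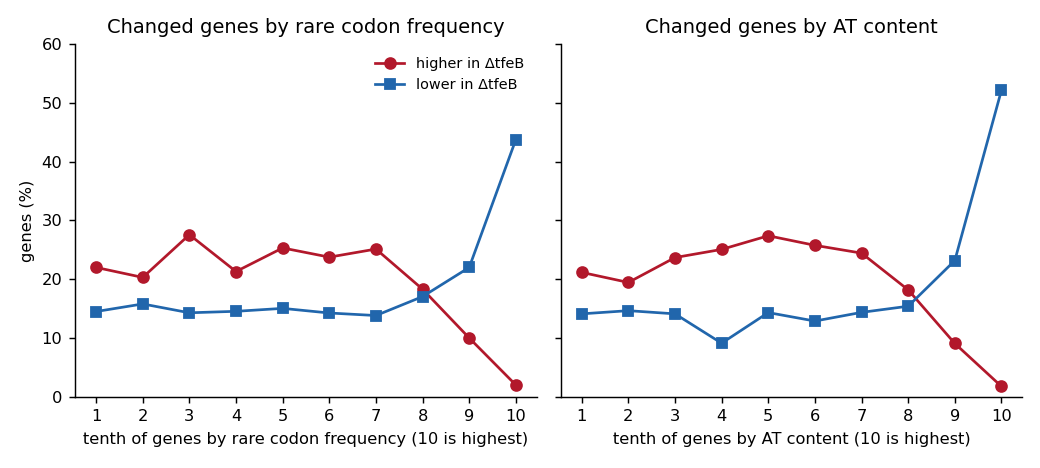
Percent of genes that rose (red circles) and fell (blue squares) in ΔtfeB, for genes in 10 groups of equal size by rare codon frequency (left) and AT content (right). In the group richest in AT 52.1% fell and 1.76% rose.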

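Genes with few and genes with many rare codons differed in the direction of their change. The first quartile held the 999 genes with at most 4.42% rare codons and the fourth the 999 genes with at least 10.9%. In the first quartile 230 genes rose and 150 fell, and in the fourth 82 rose and 294 fell. The odds ratio of falling against rising was 5.48 for the fourth quartile against the first (95% interval 3.95 to 7.67, two-sided Fisher exact test, p = 7.4e-28). The median log2 fold change over all genes of the quartile was 0.16 in the first and -0.71 in the fourth. Among genes of the main chromosome outside the prophage region the odds ratio was 2.51 (95% interval 1.65 to 3.83, Fisher exact test, p = 5.8e-06).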

The systematic comparison of genes in the first quartile to those in the fourth quartile of rare codon frequency confirmed that genes with high frequency of rare codons show a greater tendency to be downregulated. 

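Genes rich in AT showed the same contrast as genes rich in rare codons. The quartiles by AT content held 993 genes with at most 30.2% AT and 992 genes with at least 36.1%. Among the first 209 rose and 139 fell, and among the last 73 rose and 334 fell. This is an odds ratio of falling of 6.86 (95% interval 4.87 to 9.73, two-sided Fisher exact test, p = 2.4e-33). The median log2 fold change was 0.05 for the AT-poor and -0.78 for the AT-rich quartile. On the main chromosome outside the prophage region the odds ratio was 3.59 (95% interval 2.40 to 5.41, Fisher exact test, p = 2.8e-11).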

The same result was obtained when genes were partitioned based on AT content (Fisher's exact test *P* < 0.001 in both cases) (Supplementary Figure S3A).

**Table 1.** Changes in relative abundance in the Δ*tfeB* strain

	Total number of genes detected	Increased abundance	Decreased abundance
Main chromosome (excluding pHV4)*	2940	617	534
pHV1	75	1**	35**
pHV3	372	81	27**
pHV4*	606	82**	142

* Integrated into the main chromosome in laboratory strains, including H53 (47).

** *P* < 0.001 (Fisher's exact test compared to main chromosome).

To get further insight into how *tfeB* deletion globally affects the transcriptome, we calculated estimated transcript levels for the Hvo transcription units (Figure 6E). Downregulated genes appear to be associated with slightly higher transcript levels compared to upregulated ones (Wilcox rank sum test, *P* < 0.001). 

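Changed genes of both directions had more reads than genes that did not pass the test. Passing depends on read count, since the median standard error was 0.35 at a mean count of at least 50 and 0.68 below it. This contrast therefore does not show that genes with higher transcript levels responded more to the loss of tfeB. The mean normalized count per kb of gene over the 4 libraries had a median of 435 for the 739 genes that fell, 537 for the 781 that rose and 209 for the 2473 others. By this measure genes that fell were lower than genes that rose, with a difference of medians of -0.0921 on the log10 scale (two-sided permutation test, p = 0.0135). Among genes with a mapped primary transcription start site, the nearest measure here to first cistrons, the medians were 672 for 343 genes that fell and 607 for 385 that rose, a difference of 0.0437 (permutation test, p = 0.483). The mean count covers both strains. A level in the parental strain alone, estimated from the mean count and the fold change after the result above was seen, had medians of 679 for genes that fell and 227 for genes that rose, a difference of 0.477 on the log10 scale (permutation test, p = 1.0e-05, the smallest it can give). The estimate contains the fold change itself, which raises it for genes that fell. The estimate for ΔtfeB gave 168 and 808 in the same order, a difference of -0.682 (permutation test, p = 1.0e-05).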

In summary, our results suggest that TFEβ preferentially stimulates transcription of laterally transferred (non-native) genes.

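The correlation of gene composition with response was computed within each replicon, without a test between replicons. Across the genes of pHV1 the Spearman correlation of log2 fold change with AT content was -0.624, and across those of pHV4 it was -0.603. Across the genes of pHV3 it was -0.142, and on the main chromosome it was -0.120, or -0.0852 without the prophage region. With rare codon frequency the correlations across genes were -0.535 on pHV1, -0.541 on pHV4, -0.241 on pHV3 and -0.120 on the main chromosome. Genes are not independent replicates, and the differences between replicons were not tested. The median gene had 41.9% AT on pHV1, 37.1% on pHV4, 33.0% on pHV3 and 32.1% on the main chromosome, and 48.8% in the prophage region. From the lower transcript levels of pHV1 and the prophage region, and of genes with many rare codons or a high AT content, the paper proposes that TFEβ preferentially stimulates transcription of genes acquired by lateral transfer.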

In addition to downregulated genes, the deletion of TFEβ also resulted in increased RNA expression levels that likely includes indirect effects such as a transcriptional response to suboptimal gene expression. For example, several genes encoding the basal transcription machinery including initiation factors and RNA polymerase subunits showed elevated RNA levels (Supplemental Table S5). 

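Genes for RNA polymerase subunits went both ways in ΔtfeB. Of 14 genes annotated as RNA polymerase subunits 7 rose, 3 fell and 4 did not pass the test in the authors' deposited table, with the same counts when adjusted over the list alone. The adjacent genes rpoB (HVO_0348), A' (HVO_0349) and A'' (HVO_0350), which form the catalytic core, had log2 fold changes of 3.44, 2.32 and 3.20 in the authors' deposited table (standard errors 0.58, 0.43 and 0.35). The gene for subunit K (HVO_2775) rose by 1.91 on the log2 scale in the authors' deposited table. The genes for subunit P (HVO_0653) and for HVO_A0279A, annotated as subunit M, had log2 fold changes of -2.18 and -2.82 in the authors' deposited table. The odds ratio of rising against other changed genes was 2.22 (95% interval 0.504 to 13.3, Fisher exact test, p = 0.344; rotation test, p = 0.467). At an adjusted p under 0.001, 3 of the subunit genes were higher. No gene carried the annotation words for the TATA-binding protein. Of 4 genes of its family (arCOG01764), listed after the data were seen, HVO_2268 in the prophage region had a log2 fold change of -1.88 in the authors' deposited table and the other 3 did not pass, with log2 fold changes from -0.54 to 0.77.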

Halophilic archaea utilize several TFB paralogues (20), which are divided into four evolutionary conserved clades (*Halobacterium* TfbA, TfbB/D/F, TfbC/G and TfbE) (48). Hvo possesses ten complete TFB paralogues. Three Hvo TFB paralogs belonging to the TfbB/D/F clade showed increased expression levels in the Δ*tfeB* strain, HVO_1052, HVO_1676 and HVO_B0285. 

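Of 10 genes annotated as TFB, the factor that recruits RNA polymerase to the promoter, 3 rose in ΔtfeB and none fell at the adjusted p from DESeq2. At an unadjusted p under 0.05, 4 were higher and 0 lower. Adjusted over the list alone, the counts in the authors' deposited table were again 3 and 0. The largest change was that of HVO_1676, with a log2 fold change of 4.87 in the authors' deposited table (standard error 0.49, adjusted p = 1.3e-21), which places it among the 10 largest rises of all genes. HVO_1052 rose by 2.19 (standard error 0.54, adjusted p = 0.000214) and HVO_B0285 on pHV3 by 1.23 (standard error 0.35, adjusted p = 0.00129) on the log2 scale in the authors' deposited table. Their mean normalized counts were 2726 for HVO_1676, 171 for HVO_1052 and 131 for HVO_B0285 in the authors' deposited table. The other 7 had log2 fold changes from -1.07 to 1.32. Against all other changed genes, 3 rises and no fall gave p = 0.25 by Fisher exact test. Together with the RNA polymerase genes, 10 of 24 genes rose and 3 fell (the same when adjusted over the list alone), an odds ratio of 3.18 against other changed genes (95% interval 0.815 to 18.1, Fisher exact test, p = 0.0925).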

Since TFE and TFB cooperate during OC formation, we surmise that Hvo compensates for inefficient transcription initiation due to the lack of TFEβ by increasing the expression of a subset of TFB paralogues. Haloarchaeal TFB paralogues show preferences for different BRE motifs (22). A motif search did retrieve BRE/TATA motifs with slightly altered BRE consensuses for up- and downregulated gene in the *tfeB* deletion strain, which might reflect the role of the upregulated TFB paralogues in the transcriptional response to *tfeB* deletion (Figure 6F and Supplementary Figure S3B).

Overall, our data suggest that *tfeB* deletion significantly alters the global transcriptome, particularly affecting non-native genes.

## DISCUSSION

The identification and characterization of haloarchaeal TFEβ variants provides us with a more complete picture of the evolution of TFE-like factors in archaea and eukaryotes. It corroborates the idea that dimeric TFE traces back to the last common ancestor of all archaea, and of eukaryotes. In *Euryarchaeota*, several lineages such as the *Thermococcales* and *Methanococcales* have lost the *tfeB* gene and this loss appears to coincide with a monomeric TFEα variant that seems to be functional on its own, as deducted from *in vitro* experiments (7–8,49). Other euryarchaeal lineages have retained the *tfeB* gene but we show that at least in Hvo it is non-essential. While basal transcription factors TBP and TFIIB facilitate RNAP function in eukaryotes, the archaeal homologues TBP and TFB have acquired a regulatory role, particularly in haloarchaea. We propose that the third archaeal initiation factor TFE similarly carries out a general function during OC formation and in addition stimulates transcription in a gene-specific fashion, in haloarchaea likely in conjunction with distinct TFB paralogues. The magnitude of TFE stimulation varies with the promoter context, and since the steady state levels of TFEβ in Sso rapidly decrease in response to oxidative stress and upon entering stationary phase the genes controlled by promoters that respond stronger to TFE will be down regulated significantly more compared to genes under the control of relatively unresponsive promoters (2). Importantly, the structural FeS cluster of Sso TFEβ that is crucial for all TFE functions is sensitive to oxidative damage, and its loss likely triggers the depletion of TFEβ. Interestingly the Halobacteriales have lost the FeS cluster while maintaining the C-terminal domain, an event that is paralleled in *Saccharomyces* RNAPIII subunit C34 (2,13). The loss or degeneration of metal centres in *Hvo* TFEα/β may provide insight into the apparent loss of ZR and FeS cluster domains that occurred in the evolution of hRPC62 (C82) and TFIIEβ, respectively. Similar to TFEβ, the RNA polymerase subunit D in halophilic archaea appears to have lost the structural FeS cluster (50), while other FeS cluster proteins such as XPD have retained them. What causes the loss of FeS clusters? It seems likely that general environmental factors could exert a selection pressure to drive the loss, including iron scarcity and -bioavailability in the high saline niche of haloarchaea, or elevated levels of oxidative stress in the environment. The functional adaptation of *Hvo* TFEβ is also reflected in a remarkably acidic isoelectric point. Sso TFEβ is a basic protein (predicted p*I* = 9.19) in line with the idea that its WH domain interacts with the non-template strand via electrostatic interactions on the RNAP surface during OC formation (2). In contrast, Hvo TFEβ is acidic (predicted p*I* = 4.33). Under the physiological conditions of high salinity found in the cytoplasm of *H. volcanii*, electrostatic interactions with DNA are disfavoured. In addition, high salinity directly stabilizes dsDNA by counteracting repellent forces within the phosphate backbone of the two DNA strands. While the extreme natural environments of haloarchaea are likely to have driven the adaptation of haloarchaeal TFEβ, different selective pressures might have led to the loss of the Fe-S cluster in its eukaryotic counterparts. This includes the emergence of different regulatory mechanisms for the RNAPII and III transcription machineries early in the evolution of eukaryotes. Another adaptation occurred in the *Hvo* TFEα subunit where the canonical ZR evolved into a degenerate form retaining only low affinity for zinc. This adaptation is specific to *Haloferax* and closely related species while the majority of haloarchaeal TFEα retained the four conserved cysteine residues forming canonical ZR domains. Nevertheless, it may be part of a general trend of reduced cysteine content in haloarchaeal proteomes (51,52).

The viability of the Δ*tfeB* deletion Hvo strain provided us with a unique opportunity to study the influence of TFEβ on gene expression *in vivo*. In line with its function as basal transcription factor, approximately a third of all genes were misregulated in the Δ*tfeB* strain, notably non-native genes were affected more severely than native genes. Lateral gene transfer has played a key role in the evolution of Haloarchaea both at the root and during the subsequent diversification (29,32), and the Hvo genome harbours several large clusters of non-native genes (19). The impact of *tfeB* deletion on the expression of non-native genes shows that TFEβ stimulates transcription of genes with promoters yet ill-adapted to the Hvo transcription machinery. The promoters of native genes coevolved with the host RNAP to form OCs readily including the region of the promoter that is initially melted during OC formation (IMR) and functionally interacts with TFE (2), while non-native promoters have not and apparently benefit to a greater extent from TFEβ’s ability to stimulate this process. However, this rationale is in apparent conflict with considerations concerning the negative selection pressure due to the potential harm arising from foreign genes, which are generally considered harmful (or neutral) for the organism (53). The greater dependency of these genes on TFEβ could also be caused by different chromatinization of AT-rich genes posing a stronger barrier to transcription. While we cannot rule out that the different codon usage of foreign genes during translation feeds back into transcription initiation, there is no direct evidence for such a molecular mechanism.

Bacteria including *E. coli* are known to utilize the elongation factor NusG (Spt5 in archaea) and the termination factor Rho to suppress transcription of foreign DNA (54). A rigorous sequence analysis of the promoters that were misregulated in the Δ*tfeB* strain did not provide evidence for a specific DNA sequence bias in either up- nor downregulated promoters (Supplementary Figure S3B), congruent with the hypothesis that TFEβ does not interact with DNA in a sequence specific manner. The underlying mechanisms for the promoter-specificity of TFEβ likely involves additional factors including combinations of haloarchaeal TBP/TFB variants, as well as chromatin proteins and the topology of the promoters, all of which modulate the propensity of DNA strand separation during transcription initiation.

## DATA AVAILABILITY

The accession number for the RNA-seq data reported in this paper is NCBI GEO: GSE101134.

## Supplementary Material

Supplementary Data

# Supplementary material for: Structural and functional adaptation of Haloferax volcanii TFEα/β
**Source:** Nucleic Acids Res. 2018 Jan 4;46(5):2308–20. doi: 10.1093/nar/gkx1302
**Supplement:** Supplementary Data

Supplemental material

Fabian Blombach, Darya Ausiannikava, Angelo Miguel Figueiredo, Zoja Soloviev, Tanya Prentice, Mark Zhang, Nanruoyi Zhou, Konstantinos Thalassinou, Thorsten Allers, Finn Werner (2017): Structural and functional adaptation of *Haloferax volcanii* TFE α / β

This file contains supplemental tables S1-3 and supplemental figures S1-3

Table S1: Primer sequences

Primer name	Sequence	Restriction site	Use
<i>Heterologous expression</i>			
Hvo TFE α fw	5'-GGG <u>CCATGG</u> CTTTTGAGGAGTTACTGAAC-3'	<i>Nco</i> I	pRSF-1b-TFE α ,<br>pRSF-1b-TFE α -His ₆
Hvo TFE α native rv	5'-GGGCTCGAGTCAGTTCGTCCCCGTCAC-3'	<i>Xho</i> I	pRSF-1b-TFE α
Hvo TFE α His ₆ -tag fusion rv	5'-GGGCTCGAGGTTTCGTCCCCGTCAGTTC-3'	<i>Xho</i> I	pRSF-1b-TFE α -His ₆
Hvo TFE β fw	5'-GGG <u>CATATG</u> AGCGCGAGCGAAG-3'	<i>Nde</i> I	pET-21a(+)-TFE β ,<br>pET-21a(+)-TFE β -His ₆
Hvo TFE β native rv	5'-GGGCTCGAGTCAGTACTCCTCGTAGGCGAG-3'	<i>Xho</i> I	pET-21a(+)-TFE β
Hvo TFE β His ₆ -tag fusion rv	5'-GGGCTCGAGGTACTCCTCGTAGGCGAGGTT-3'	<i>Xho</i> I	pET-21a(+)-TFE β -His ₆
Hvo TFE β Δ 1-72 fw	5'-GAG <u>CATATG</u> CCCCGCCGCGCGC-3'	<i>Nde</i> I	pET-21a(+)-TFE β Δ 1-72-His ₆
Hvo TFE α TEV insertion fw	5'-CACGGCTTCCAGAGCCCCGAGACGG-3'		pRSF-1b-TFE α _{TEV} -His ₆
Hvo TFE α TEV insertion rv	5'-CCGTCTCGGGGCTCTGGAAGCCGTG-3'		pRSF-1b-TFE α _{TEV} -His ₆
<i>Haloferax genetic manipulation</i>			

TFEalphaF (<i>tfeA</i> operon amplification fw)	5'-CCAGTTCGGCCTCGTACTCGCGGG-3'	(internal <i>PciI</i>)	pTA1769
TFEalphaR (<i>tfeA</i> operon amplification rv)	5'-TCGCATGACTGAACGAACCCGCGC-3'	(internal <i>KpnI</i>)	pTA1769
delTfeAlphaR2 (<i>tfeA</i> upstream)	5'-<br>CAAAG <u>CCATg</u> GTGCGAAATGGCGTCAGGAAC<br>GCC-3'	<i>NcoI</i>	pTA1814, pTA1858
delTfeAlphaF2 (<i>tfeA</i> downstream)	5'-<br>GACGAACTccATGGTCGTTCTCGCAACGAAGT<br>GC-3'	<i>NcoI</i>	pTA1814, pTA1858
TFEbetaF (<i>tfeB</i> region amplification fw)	5'-CCCCGAGATACTGTCGTCCGTCTTCG-3'	(internal <i>NotI</i>)	pTA1706
TFEbetaR (<i>tfeB</i> region amplification rv)	5'-GGAATTTCCGAGGAGAGAACCGTCG-3'	(internal <i>Sau3AI</i>)	pTA1706
delTFEbetaF (<i>tfeB</i> upstream)	5'- AGAAAGa <u>TCTT</u> GCTCGGCTTCGCTCGCGC-<br>3'	<i>BglII</i>	pTA1708, pTA1709
delTFEbetaR (<i>tfeB</i> downstream)	5'-GAGGAGatCTGAGCCGCCCGGGGTCGC-3'	<i>BglII</i>	pTA1708, pTA1709

Table S2: Plasmids

Plasmid	Relevant properties	Reference
<i>Heterologous expression</i>		
pRSF-1b-TFE α ,	Heterologous expression of native TFE α	
pRSF-1b-TFE α -His ₆	Heterologous expression of TFE α with C-terminal His ₆ -fusion	
pET-21a(+)-TFE β ,	Heterologous expression of native TFE β	
pET-21a(+)-TFE β -His ₆	Heterologous expression of TFE β with C-terminal His ₆ -fusion	
pET-21a(+)-TFE β Δ 1-72-His ₆	Heterologous expression of TFE β Δ 1-72 (Δ WH) variant as C-terminal His ₆ -fusion	
pRSF-1b-TFE α _{TEV} -His ₆	Heterologous expression of TFE α with C-terminal TEV-cleavable His ₆ -fusion	
pRSF-1b-TFE α _{TEV} -His ₆ C138S	Heterologous expression of TFE α C138S variant with C-terminal TEV-cleavable His ₆ -fusion	
<i>Haloferax genetic manipulation</i>		
pTA131	Integrative plasmid based on pBluescript II, with <i>pyrE2</i> marker	(1)
pTA298	pUC19 with <i>trpA</i> ⁺ marker flanked by <i>Bam</i> HI sites	(2)
pTA354	Shuttle vector based on pTA131, with <i>pyrE2</i> marker and ori-pHV1 replication origin	(3)
pTA1706	pTA131 with <i>Not</i> I- <i>Sau</i> 3AI chromosomal fragment of <i>tfeB</i> region	
pTA1708	Δ <i>tfeB</i> construct, generated by PCR of flanking regions of <i>tfeB</i> in pTA1706	
pTA1709	Δ <i>tfeB::trpA</i> ⁺ construct, generated by insertion of <i>Bam</i> HI <i>trpA</i> ⁺ fragment from pTA298	
pTA1744	pTA131 with insertion of multiple cloning site for <i>Nde</i> I, <i>Pci</i> I, <i>Nsp</i> I and <i>Nar</i> I	
pTA1769	pTA1744 with <i>Pci</i> I- <i>Kpn</i> I chromosomal fragment of <i>tfeA</i> region	
pTA1814	Δ <i>tfeA</i> construct, generated by PCR of flanking regions of <i>tfeA</i> in pTA1769	
pTA1844	pTA1744 with promoter-less <i>trpA</i> ⁺ marker flanked by <i>Pci</i> I sites	

pTA1858	$\Delta tfeA::trpA^+$ construct, generated by insertion of <i>Pcil trpA</i> ⁺ fragment from pTA1844	
pTA2050	pTA354 with <i>KpnI-NotI</i> fragment of pTA1706 containing <i>tfeB</i>	

Table S3: *Haloferax volcanii* strains

Strain	Genotype	Derivation or reference	Use
H53	$\Delta\text{pyrE2 } \Delta\text{trpA}$	(1)	Standard laboratory strain
H2644	$\Delta\text{pyrE2 } \Delta\text{trpA } \Delta\text{tfeB}::\text{trpA}^+$	H53 pTA1709	Deletion of <i>tfeB</i>
H2645	$\Delta\text{pyrE2 } \Delta\text{trpA } \Delta\text{tfeB}::\text{trpA}^+$	H53 pTA1709	Deletion of <i>tfeB</i>
H3042	$\Delta\text{pyrE2 } \Delta\text{trpA } \text{tfeA}^+::[\Delta\text{tfeA}::\text{trpA}^+]$	H53 pTA1858	Transformant where $\Delta\text{tfeA}::\text{trpA}^+$ could not be obtained, integrated plasmid shown in [ ]
H3043	$\Delta\text{pyrE2 } \Delta\text{trpA } \text{tfeA}^+::[\Delta\text{tfeA}::\text{trpA}^+]$	H53 pTA1858	Transformant where $\Delta\text{tfeA}::\text{trpA}^+$ could not be obtained, integrated plasmid shown in [ ]
H3971	$\Delta\text{pyrE2 } \Delta\text{trpA } \{\text{pyrE2}^+\}$	H53 pTA354	Contains empty shuttle vector
H3972	$\Delta\text{pyrE2 } \Delta\text{trpA } \Delta\text{tfeB}::\text{trpA}^+ \{\text{pyrE2}^+\}$	H2644 pTA354	ΔtfeB mutant, contains empty shuttle vector
H3974	$\Delta\text{pyrE2 } \Delta\text{trpA } \{\text{tfeB}^+ \text{ pyrE2}^+\}$	H53 pTA2050	Contains shuttle vector with <i>tfeB</i> ⁺ for mock complementation
H3975	$\Delta\text{pyrE2 } \Delta\text{trpA } \Delta\text{tfeB}::\text{trpA}^+ \{\text{tfeB}^+ \text{ pyrE2}^+\}$	H2644 pTA2050	ΔtfeB mutant, contains shuttle vector with <i>tfeB</i> ⁺ for complementation

Supplemental references

1. Allers, T., Ngo, H.P., Mevarech, M. and Lloyd, R.G. (2004) Development of additional selectable markers for the halophilic archaeon *Haloferax volcanii* based on the *leuB* and *trpA* genes. *Appl Environ Microbiol*, **70**, 943-953.
2. Lestini, R., Duan, Z. and Allers, T. (2010) The archaeal Xpf/Mus81/FANCM homolog Hef and the Holliday junction resolvase Hjc define alternative pathways that are essential for cell viability in *Haloferax volcanii*. *DNA Repair (Amst)*, **9**, 994-1002.
3. Norais, C., Hawkins, M., Hartman, A.L., Eisen, J.A., Myllykallio, H. and Allers, T. (2007) Genetic and physical mapping of DNA replication origins in *Haloferax volcanii*. *PLoS Genet*, **3**, e77.

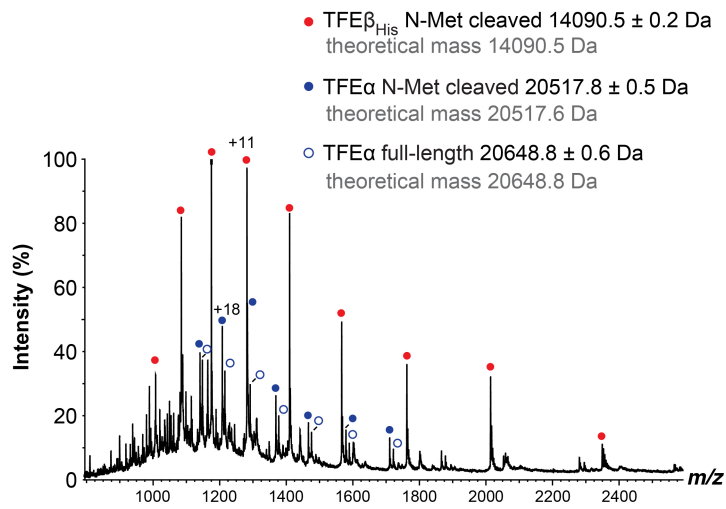

Figure S1: Mass spectrum of Hvo TFE α/β under denaturing conditions. The measured and theoretical masses for the two subunits are given. For TFE α two charge state series with a mass difference of 131 Da were obtained consistent with partial cleavage of the N-terminal methionine.

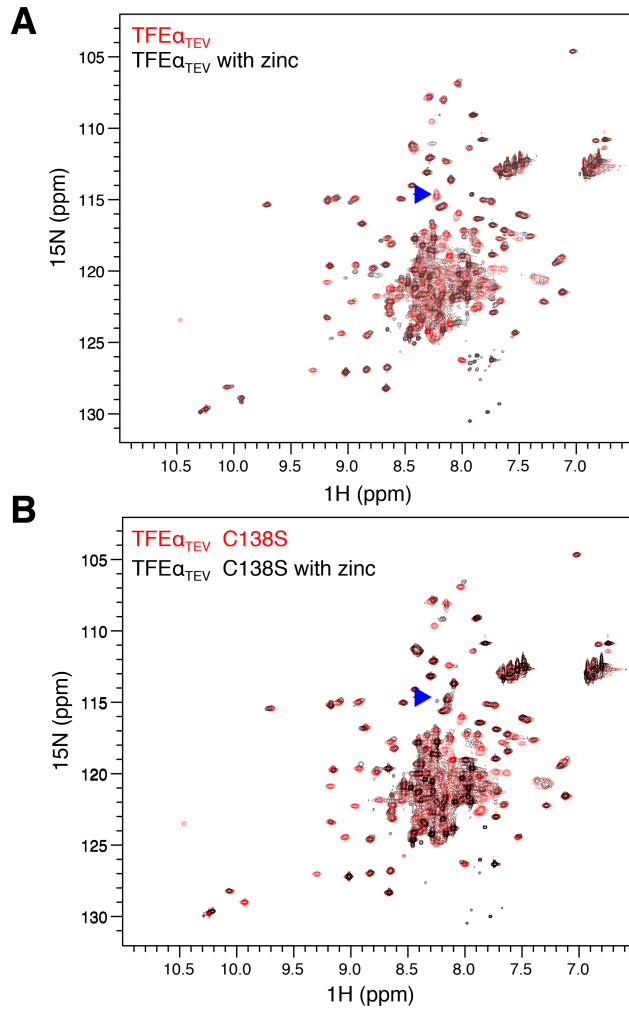

Figure S2: Zinc binding leads to conformational changes in TFE α . **(A)** and **(B)** Overlay of the 2D ^{15}N - ^1H HSQC spectra of WT TFE α_{TEV} (A) and the C138S variant (B) in absence (red) and presence of equistoichiometric amounts of Zn^{2+} (black). The blue arrow indicates the position of the chemical shift perturbation caused by the C138S mutation with the crosspeak disappearing in the WT TFE α_{TEV} spectrum upon zinc binding. All spectra were recorded at 600 MHz in 10 mM Hepes/KOH pH 7.5, 100 mM NaCl, 1 mM DTT mixed with 7% D $_2\text{O}$, at 25 °C.

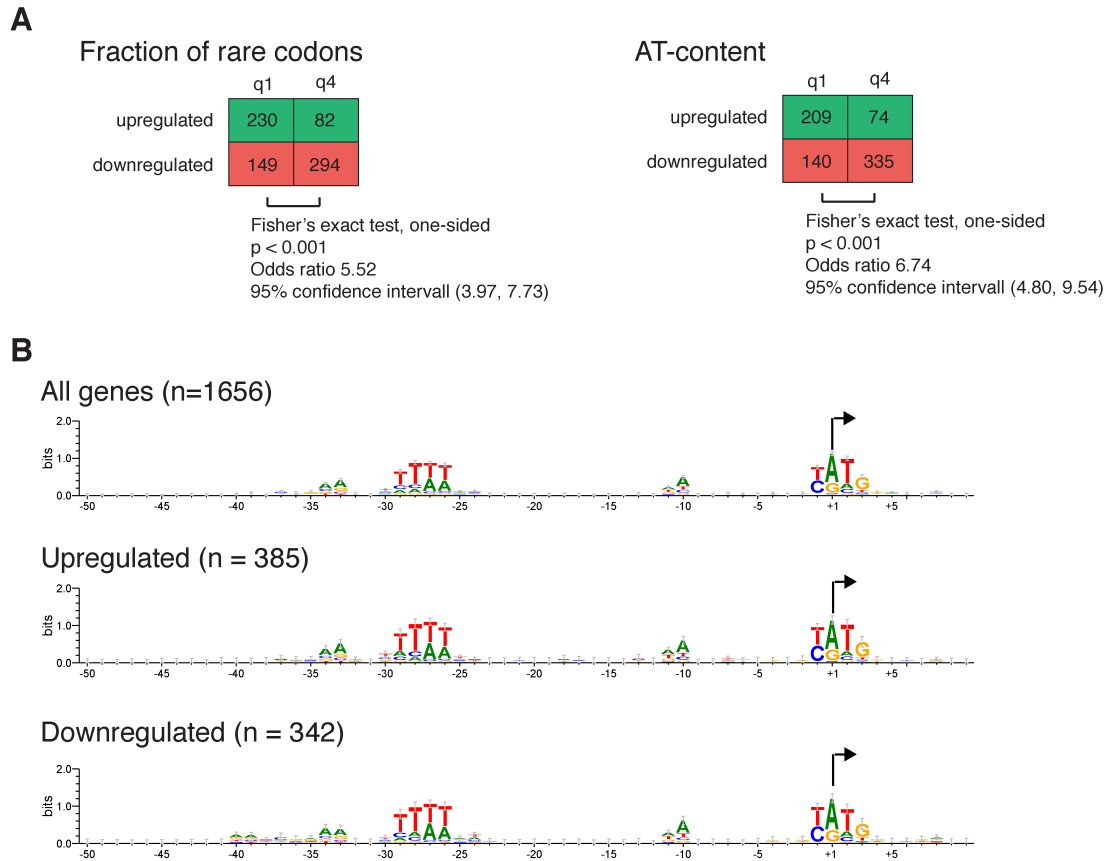

Figure S3: Analysis of misregulated genes in the $\Delta tfeb$ strain and their promoters. (A) Number of de-regulated genes in the first (q1) and fourth quartile (q4). Partition was based on the fraction of rare codons (upper panel) or AT content of genes (lower panel). Fisher's exact test was used to determine significance. (B) Position-specific base frequencies relative to the TSS in promoters of deregulated genes in the $\Delta tfeb$ strain. The logos were generated using WebLogo3 with correction for the genome composition (33).

How the deposited data were processed for this re-analysis (not part of the article)

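Total RNA of the parental strain and of the ΔtfeB strain of *H. volcanii*, 2 samples each, was sequenced after growth in Hv-YPC broth to an OD650 of 0.2. According to the paper and the submitters' processing notes, the authors trimmed reads with Trimmomatic, mapped them with TopHat, removed tRNA and rRNA reads and reads without a unique position, counted reads per gene with HTSeq, tested genes with DESeq2 and estimated transcript levels with RSEM. DESeq is named there too, and versions are not given in the sources used here.

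The authors' deposited table is a comparison of the strains and holds no values of single libraries. For each of 3993 genes the authors give a mean normalized count, a log2 fold change of ΔtfeB over parental, its standard error, a Wald statistic, a p-value and an adjusted p, along with coordinates, strand, annotation, arCOG category, the fraction of rare codons, the AT fraction and, for 1653 genes, the position of a primary transcription start site. As deposited, the mean normalized count is a signal made by the authors from read counts divided by DESeq2 size factors, and the Wald statistic is a score made by the authors' DESeq2 fit. The authors' coordinates are those of strain DS2. It was checked that the authors' statistic is the log2 fold change over its standard error, that the p-value is the two-sided normal p of that statistic, and that the adjusted p is a Benjamini-Hochberg adjustment over all genes. AT content was missing for 27 genes and the category for 349. Gene symbols came from RefSeq assembly ASM2568v1, in which 3857 of the identifiers were found, 473 with a symbol. The depth of single libraries was not analysed here, and the precision of a value is given by the authors' standard error, with a median of 0.38 over all genes.

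Genes with an adjusted p under 0.01, the paper's threshold, were counted as changed. Since the authors' table has no sample values, no model was fitted across samples. Members of each arCOG category were compared with all other genes (two-sided Fisher exact test, Bonferroni over 21 categories in each direction), megaplasmids with the main chromosome (Benjamini-Hochberg over 6 tests), the prophage region with the rest of the main chromosome, and the quartiles of rare codon frequency and AT content with each other among changed genes. A gene assigned to 2 categories counts in both. Odds ratios are conditional estimates with exact 95% intervals. For gene lists, the Fisher and rotation p-values of the 20 lists with a changed gene were also adjusted together (Benjamini-Hochberg), a choice made after the data were seen. The rotation test shifted the calls by every possible number of genes along the table, 3993 positions or 2940 within the main chromosome. Differences of median log10 transcript level were tested with 100000 permutations. Values were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6, and plots were drawn with Matplotlib 3.10.9.

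The gene lists were ribosomal proteins, translation elongation factors, translation initiation factors, RNA polymerase subunits, TFB, TATA-binding protein, chaperones, proteasome and proteases, transposases, integrases and recombinases, archaella and pili, aminoacyl-tRNA synthetases, ATP synthase and respiratory chain, DNA replication, nucleotide metabolism, tryptophan synthesis, oxidative stress, Fe-S cluster assembly, CRISPR-Cas, ABC transporters, transcriptional regulators, and restriction-modification with toxin-antitoxin systems. The genes named in the text are tfeB, tfeA, trpA, those the paper names, the 10 largest rises and the 10 largest falls past the threshold, and up to 4 members with the lowest adjusted p in the main direction of each list, category, replicon or region and up to 2 in the other. Part of the paper's Table S5, which holds the same comparison, had been seen before this rule was written. Any other gene named was chosen after its values were seen.

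The tests were tested on simulated data of the same size. For a list of genes with a planted odds ratio of 3 the Fisher exact test recovered a median of 3.03 over 1000 simulations of 3993 genes and passed p under 0.05 in 98.9% of them, against 3.4% with no effect. Where neighbouring genes were called in blocks with no effect, the Fisher exact test passed in 52.3% of 199 simulations and the rotation test in 2.51%. The permutation test of medians recovered a planted difference of 0.2 as 0.208 over 200 simulations of 1520 genes. At the adjusted p threshold 96.7% of planted changes were called, and 0.612% of calls were false. That simulation gave the changed genes the same size of change, and every gene the same known standard error, with independent normal noise. It simulated no counts and no samples, and in the data the standard error reached 1.14. These figures are therefore not the power or the false-call rate of this experiment.

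Alternatives were an adjusted p under 0.05 or 0.001, a log2 fold change of at least 1, a mean count of at least 50 with p-values adjusted again, a Bonferroni adjustment, other backgrounds and members for the categories and replicons, and other quartiles, gene sets and models for gene composition. The closing section gives their effect. Promoter motifs, transcription units and the growth data were not analysed here.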

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

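The tests of loss, copy number, slow growth and the trpA marker, and the search for islands of neighbouring genes, were chosen only after the values were seen, whereas the bounds for GC-content bias and low counts were set before their results.

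Beyond the prophage region and pHV1, neighbouring genes fell together in further runs (at least 8 of 11 neighbouring genes lower). The paper does not name these parts of the genome, though it mentions large clusters of non-native genes. On the main chromosome 10 of 11 genes from HVO_1517 to HVO_1529 and 11 of 13 from HVO_2042 to HVO_2056 fell, and on pHV4 8 of 11 from HVO_A0035 to HVO_A0045, 17 of 20 from HVO_A0349 to HVO_A0374 and 10 of 13 from HVO_A0424 to HVO_A0433. The median AT content of these runs was 42.9% to 52.9%, against 32.1% for the main chromosome and 37.1% for pHV4. They are therefore not shown to be separate from the fall of AT-rich genes. Runs of genes that rose were found too, 10 in all, against 8 that fell with the prophage region and pHV1 included. Among them 12 of 13 genes from HVO_2770 to HVO_2783 and 13 of 16 from HVO_B0075 to HVO_B0090 rose. In another run, from HVO_1091 to HVO_1103, 9 of 13 genes rose and 1 fell. It starts at 997547, next to the deleted tfeB, so a local effect of the deletion and its marker cannot be told apart there. A single run near this bound can arise by chance, since 231 of 1000 shuffles of the calls over the genes held at least 1 window of falls and 331 at least 1 of rises. In number, the 79 windows of falls and 47 of rises were beyond every shuffle, which held at most 12 and 9. Shuffles break up shared transcripts, and whether the runs go beyond neighbouring genes that share transcripts was not tested.

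Transcripts of the prophage region and pHV1 were lower as a group, which a loss or a lower copy number of these elements in the deletion strain could produce. Loss was tested in 3 ways, the second and the third chosen after the first result and the values had been seen. By the first, 0% of the 21 prophage genes with a mean count of at least 50 lay above a log2 fold change of -1 by 2 standard errors, which by itself is nothing against complete loss, although their median of -3.37 and lowest value of -6.48 did not reach the -7.52 of the deleted tfeB, and 22.9% of the 48 such genes of pHV1 did lie above -1. By the second, 90.5% of these prophage genes and 100% of these pHV1 genes kept an estimated mean count of at least 10 in ΔtfeB at 2 standard errors below their fold change, which argues against loss from both ΔtfeB samples, and by the third, 90.5% and 43.8% lay below -1 by 2 standard errors, further than loss from 1 of 2 samples alone can lower a mean. A single lower copy number, or loss from part of the cells, would move all genes of an element alike, but 28.6% of the prophage genes and 58.3% of the pHV1 genes differed from their element's median by more than 2 standard errors, so that either of these combined with other changes stays open, as do an effect of tfeB on these promoters and, since both elements are rich in AT, the explanations left open for AT-rich genes below.

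The fall of AT-rich genes could come from the libraries as well as from the cells. Low counts are argued against, since the odds ratio of the AT quartiles was 5.60 in the part of the genes with the highest mean counts. A GC-content bias would lower AT-rich genes wherever they lie, and AT-rich genes in AT-poor neighbourhoods had a median log2 fold change higher by 0.53 than those of like AT content in AT-rich neighbourhoods (95% bootstrap interval 0.198 to 0.946), a difference between the bounds set for and against this bias, so it stays open. Slow growth of ΔtfeB cannot be told apart from the lack of TFEβ, since 0 samples came from a slow-growing strain with tfeB.

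The titles of the parental samples name H26, which the paper describes as trpA+, but their strain field names H53, which the paper's Table S3 lists without trpA. If the parental libraries came from H53, trpA would rise about as far as tfeB fell. Its log2 fold change plus 2 standard errors was 2.07, which argues against that strain. The paper's Table S3 lists the ΔtfeB strains with trpA only as the marker in place of tfeB. Their trpA level is therefore that of the marker, and its rise over H26 cannot be read as a response of the native gene. No biological explanation was tested.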

How the results depend on the processing

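The rotation tests, the sets without tfeB or without the ribosomal protein cluster, the estimated levels of each strain, the arCOG01764 genes and the adjustment and rotation tests over the gene lists were chosen only after the data were seen. No paired analysis was possible because the sources pair no parental sample with a ΔtfeB sample and the authors' table used here holds no values of single samples (levels per sample in the paper's Table S7 were not used here). For the latter reason the alternatives that need counts or sample values (edgeR or DESeq2 fits, other normalizations, pseudocounts, low-value filters, a replicate block and leave-one-out fits) were not run. Setting all other genes of the table in place of other genes with an adjusted p is the same test for the categories, since every gene has an adjusted p, unlike the comparison with the whole genome below. The shares of unchanged values below are no measure of robustness, since many values could hardly move. Most named genes were chosen for a low adjusted p or a large change, and a looser threshold cannot remove a call. The recomputed Benjamini-Hochberg adjustment repeats the deposited one. Of 204 values for 33 comparisons, 173 kept their direction and their side of the threshold or stayed within 1.5 times the count, and of 663 values for single genes or lists 633 did. The quartile odds ratios of rare codons and AT content and the odds ratios of falling for category X, pHV3 and the prophage region kept theirs under all alternatives run; all 21 prophage genes with a mean count of at least 50 fell, which allows no finite odds ratio. The odds ratio of AT quartiles ranged over the groups of mean count up to 14.3, and that of rare codons up to 12.1. With a Bonferroni adjustment 722 genes changed, 383 higher and 339 lower, with median log2 fold changes of 2.14 and -2.39, which follows from the stricter threshold. Over every tested gene the medians were 0.93 and -0.88. At an adjusted p under 0.001 there were 19 higher genes of the translation machinery, 3 of RNA polymerase and 5 of the basal transcription machinery, the odds ratio for rising on pHV3 reversed to 0.973 (main value 1.05), and the difference in transcript level was -0.0296 (p = 0.437 by permutation). For the translation machinery the odds ratio of rising was 1.83 at an adjusted p under 0.05 (Fisher exact test, p = 0.0326) and 1.88 with a log2 fold change of at least 1 (Fisher exact test, p = 0.0415), both past 0.05, but 1.06 at an adjusted p under 0.001 (Fisher exact test, p = 1.00), and without the ribosomal protein cluster 16 genes were higher and the odds ratio reversed to 0.888. Among genes with a mean count of at least 50, 21 prophage genes were lower, since fewer genes were tested, the odds ratio of category E for falling was 0.637, that of pHV3 for rising 1.40 (Fisher exact test, adjusted p = 0.0474), that of pHV4 for rising 0.838, and the difference in transcript level -0.0435 (permutation test, p = 0.176). Category tests past the threshold numbered 11, and 6 with a mean count of at least 50, 5 against the whole genome, 7 without pHV1 and the prophage region, and 6 by rotation. By rotation the adjusted p of category O (odds ratio 2.32) was 0.0526, and that of pHV1 (0.0509 and 3.93) and of pHV4 for rising (0.589) was 0.0577. The difference in transcript level reversed to 0.0437 for genes with a primary start site and to 0.477 for the estimated parental level. Where no reason is given, the cause was not tested. Depth limits the weakest genes, with a median standard error of 0.68 under a mean count of 50.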

Differences from the paper's values

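Of 91 values that the paper or its Table S6 states, none differed from the value computed here by more than the margin used (1.5 times, or the median standard error for a log2 fold change), and of 63 counts in Table S6, 57 were equal and the largest gap was 3 genes. Both sides rest on the authors' own comparison and threshold, so this is a check of counting and not independent evidence. The odds ratios of the quartile comparisons, about 5.5 and about 6.7 in Supplementary Figure S3A, read by eye, are 5.48 for rare codons and 6.86 for AT content here. The counts of 1520 changed and 739 lower genes include tfeB, and without it, a setting chosen after seeing the values, they equal the paper's. The prophage region holds 42 analysed genes here, against 43 in the paper.

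In direction, the paper describes, with a hedge, slightly higher transcript levels for genes that fell than for genes that rose, from levels in the parental strain. The mean normalized count per kb over both strains gave the opposite order, with a difference of -0.0921 on the log10 scale. Of the alternatives set before the authors' deposited table was examined, genes with a primary start site gave the paper's direction, at 0.0437 (permutation test, p = 0.483). The mean count without division by length, at -0.123, did not. The estimated parental level, chosen after seeing the values, is the nearest here to the paper's parental levels. It gave the paper's direction, at 0.477, and drops none of the genes that the paper counts as changed. But it contains the fold change, which raises it for genes that fell, so it does not decide the direction. The estimate for ΔtfeB, a strain whose levels the paper does not compare, gave the opposite, at -0.682.

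The paper describes genes of the megaplasmids, above all pHV1, as more severely affected. By the share of changed genes the tally over the megaplasmids is 48.0% on pHV1, 37.0% on pHV4 and 29.0% on pHV3, against 39.2% on the main chromosome, so that pHV1 alone lies above the main chromosome. By the share of genes that fell, pHV1 (46.7%) and pHV4 (23.4%) both lie above the main chromosome (18.2%), and pHV3 (7.26%) lies below.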

Other observations

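The tests of the ribosomal protein cluster and of neighbouring genes, and the adjustment over gene lists, were chosen only after related values were seen, and the bound for leader length was set before its result.

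Among gene lists that the paper does not discuss, those of nucleotide metabolism and transcriptional regulators held more falls than other changed genes (p adjusted over 20 lists 0.00902 for both by Fisher exact test, and 0.0190 and 0.0175 by rotation test). Nucleotide metabolism is arCOG category F, whose falls were not past 0.05 by rotation test over the 21 categories (Bonferroni p = 0.126, against 0.0153 by Fisher exact test). For DNA replication the adjusted p was 0.0236 by Fisher exact test and 0.0501 by rotation test, which is not past 0.05. Of 30 DNA replication genes 12 fell and 2 rose (13 and 2 when adjusted over the list alone), an odds ratio of rising of 0.156 against other changed genes (Fisher exact test, p = 0.00591), and in the authors' deposited table the primase gene HVO_0173 and the Cdc6 genes HVO_2042 and HVO_A0064, of replication initiation, had log2 fold changes of -3.54, -2.95 and -2.83. Of 87 genes of nucleotide metabolism 29 fell and 10 rose, with the same counts when adjusted over the list alone (odds ratio 0.318, Fisher exact test, p = 0.00108), among them the dUTPase gene HVO_1956 and purQ (HVO_2188) of purine synthesis, at -3.21 and -2.38 in the authors' deposited table. Of 152 transcriptional regulator genes 43 fell and 20 rose (44 and 20 when adjusted over the list alone; odds ratio 0.426, Fisher exact test, p = 0.0018). Some members of these lists lie in regions that fell as a group. HVO_2263 is a prophage gene, HVO_A0036 and HVO_A0369 lie in runs of falls on pHV4, and HVO_2042 begins a run on the main chromosome. The lists were not tested without these regions, so falls by function and by region are not told apart. Of 49 genes of ATP synthase and the respiratory chain 15 rose and 8 fell, with the same counts when adjusted over the list alone (odds ratio 1.79, Fisher exact test, adjusted p = 0.383), which is not past the threshold, with 8 higher at an adjusted p under 0.001 for the single genes, and the cytochrome oxidase genes HVO_0461 and HVO_0462 rose by 3.82 and 2.89 on the log2 scale in the authors' deposited table, whereas halocyanin (HVO_2150), a copper protein of electron transfer, had -3.22.

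Of 18 genes of archaella and pili 6 fell and 3 rose, and the flagellin genes flgA1 (HVO_1210) and flgA2 (HVO_1211), which build the swimming filament, had log2 fold changes of -3.30 and -4.63 in the authors' deposited table, while the flagellin gene HVO_A0633 rose by 2.73. Of 21 genes of oxidative stress 6 rose and 2 fell, with superoxide dismutase (HVO_2913) and the peroxiredoxin gene bcp (HVO_2699) at 2.25 and 2.31 in the authors' deposited table. Of 234 ABC transporter genes 42 rose and 26 fell (41 and 26 when adjusted over the list alone). Of 8 tryptophan synthesis genes 2 rose, among them the selection marker trpA, and none fell (also at an unadjusted p under 0.05). Of 19 aminoacyl-tRNA synthetase genes 2 rose and 1 fell (1 and 1 when adjusted over the list alone). Of 5 restriction-modification and toxin-antitoxin genes 4 fell, none rose and none was higher at an unadjusted p under 0.05. Those that fell include HVO_2269, HVO_2270 and HVO_2275 of the prophage region. Of 7 CRISPR-Cas genes 1 fell and none rose (0 and 0 when adjusted over the list alone), with 1 higher and 2 lower at an unadjusted p under 0.05, and of 4 Fe-S cluster assembly genes none passed at the adjusted p from DESeq2, with 1 higher and 0 lower at an unadjusted p under 0.05. For archaella and pili, oxidative stress, tryptophan synthesis, and restriction-modification and toxin-antitoxin the counts were the same when adjusted over the list alone.

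Whether the rise of ribosomal protein genes follows their position or their function is not settled. Outside the cluster from HVO_2542 to HVO_2564 46.2% of the changed ribosomal protein genes rose. The cluster was set apart after its rises had been seen, so its removal lowers the share by construction. The pattern was seen and tested on the same data.

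Changed genes lie in runs, and neighbouring genes may share transcription units or regions. Across 2507 pairs of neighbours on the same strand the Spearman correlation of log2 fold change was 0.495, and across 1482 pairs on opposite strands it was 0.194 (permutation test, p = 0.000999 for both, the smallest it can give). Pairs of genes are not independent replicates, and the difference between the correlations was not tested.

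Leader length was compared for genes with a mapped primary transcription start site. A start site within 5 nt of the start codon was found for 292 of 385 genes that rose (75.8%) and 240 of 343 that fell (70.0%), an odds ratio of 1.35 (95% interval 0.957 to 1.90, Fisher exact test, p = 0.0792). This leaves open whether leaderless transcripts respond differently.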
